# Hippocampal CA1 Transcriptional Profile of Sleep Deprivation: Relation to Aging and Stress

**DOI:** 10.1371/journal.pone.0040128

**Published:** 2012-07-05

**Authors:** Nada M. Porter, Julia H. Bohannon, Meredith Curran-Rauhut, Heather M. Buechel, Amy L. S. Dowling, Lawrence D. Brewer, Jelena Popovic, Veronique Thibault, Susan D. Kraner, Kuey Chu Chen, Eric M. Blalock

## Abstract

**Background:**

Many aging changes seem similar to those elicited by sleep-deprivation and psychosocial stress. Further, sleep architecture changes with age suggest an age-related loss of sleep. Here, we hypothesized that sleep deprivation in young subjects would elicit both stress and aging-like transcriptional responses.

**Methodology/Principal Findings:**

F344 rats were divided into control and sleep deprivation groups. Body weight, adrenal weight, corticosterone level and hippocampal CA1 transcriptional profiles were measured. A second group of animals was exposed to novel environment stress (NES), and their hippocampal transcriptional profiles measured. A third cohort exposed to control or SD was used to validate transcriptional results with Western blots. Microarray results were statistically contrasted with prior transcriptional studies. Microarray results pointed to sleep pressure signaling and macromolecular synthesis disruptions in the hippocampal CA1 region. Animals exposed to NES recapitulated nearly one third of the SD transcriptional profile. However, the SD -aging relationship was more complex. Compared to aging, SD profiles influenced a significant subset of genes. mRNA associated with neurogenesis and energy pathways showed agreement between aging and SD, while immune, glial, and macromolecular synthesis pathways showed SD profiles that opposed those seen in aging.

**Conclusions/Significance:**

We conclude that although NES and SD exert similar transcriptional changes, selective presynaptic release machinery and Homer1 expression changes are seen in SD. Among other changes, the marked decrease in Homer1 expression with age may represent an important divergence between young and aged brain response to SD. Based on this, it seems reasonable to conclude that therapeutic strategies designed to promote sleep in young subjects may have off-target effects in the aged. Finally, this work identifies presynaptic vesicular release and intercellular adhesion molecular signatures as novel therapeutic targets to counter effects of SD in young subjects.

## Introduction

Age-related cognitive deficits are highly prevalent and constitute an important health risk in the human population (reviewed in [1]). They can presage development of neurodegenerative disease [2], [3], [4], and are a primary reason for elderly placement in assisted living facilities [5]. Perturbations in sleep are also a common complaint among the elderly and include circadian advance, sleep fragmentation, and insomnia [6], [7], [8], [9], [10], [11]. Healthy young adults show some aging-like phenotypes when deprived of sleep, including daytime sleepiness [12], metabolic syndrome-like changes, and cognitive deficits [13], [14], [15]. This is consistent with work suggesting that sleep promotes memory [16], [17], [18], [19], possibly through slow wave influence on synapses [20], [21], [22] and/or promotion of macromolecule synthesis [23]. Further, numerous studies have pointed to the deleterious effects of stress and stress hormones on brain function and a major hypothesis of aging (the glucocorticoid hypothesis) posits that continued exposure to stress and stress hormones over age is a fundamental cause of age-related deficits in various systems (reviewed in [24], [25], [26]). Thus, dysregulated sleep and stress seen with age might contribute to age-related functional changes. Despite the seemingly similar effects of age, stress and sleep deprivation (SD), and the high prevalence of sleep changes and new onset stress with age, relatively few studies have tested for a molecular relationship between the influences of SD, stress, and aging on brain tissue.

Here, we hypothesized that an aged or stressed animal’s hippocampal transcriptional profile would be similar to that of a sleep-deprived subject. We tested a prediction of this hypothesis by sleep depriving young animals and statistically testing for aging- or stress-like transcriptional phenotypes in the hippocampus. Young F344 rats were sleep deprived for 24 or 72 hours using the modified multi-platform ‘flower pot’ method [27], [28]. Blood corticosterone levels, adrenal weights, body weights, and hippocampal CA1 gene expression profiles were measured. A second set of rats was exposed to novel environment stress for 24 or 72 hours to help control for non-specific stress effects of the environmental change necessitated by the sleep deprivation protocol. In a third set of animals, the SD protocol was applied and gene products were validated at the protein level using Western blots. Data were subjected to bioinformatic analysis and contrasted with results from prior transcriptional profiling studies as noted in Results.

Transcriptional comparison suggests SD, stress and aging interact with a similar subset of genes within the hippocampal transcriptome. However, although there was strong directional agreement between SD and NES, notable disagreements between SD and aging were seen, including opposite inflammatory and glial expression changes. Our studies also identified SD-specific genes and gene profiles that may represent targets for therapeutic intervention. These include the previously identified *Homer1* as a potential sleep regulation molecule, but also other novel candidate genes involved in pathways related to synaptic function, vesicular release and intercellular adhesion. However, because of the more complex relationship between SD and aging, it is also likely that sleep or stress-related interventions designed for younger subjects may have off-target effects in aged subjects.

## Materials and Methods

### Ethics

Use of vertebrate animals was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol (# 2008-0347) was approved by the University of Kentucky Office of Research Integrity Institutional Animal Care and Use Committee. Euthanatising (CO2) anesthesia was used and all efforts were made to minimize suffering.

### Subjects

Male Fischer 344 rats (3–5 months old, Harlan, Indianapolis) were housed 2 per cage and maintained on a 12∶12 light/dark cycle in the housing facility with *ad libitum* food and water. Subjects were acclimated to the housing facility for two weeks prior to initiating the study. All procedures involving animals adhered to the NIH Guide for the Care and Use of Laboratory Animals and were approved by the Animal Care and Use Committee at the University of Kentucky. 110 animals were used, 38 in cohort 1 (one animal was not included because of poor health), 32 in cohort 2, and 40 in cohort 3. Subjects in cohorts 1 and 2 were used for microarray analysis and were assigned to one of 5 treatment groups: Home Cage (HC) n  = 17; 24 hour sleep deprivation (24SD) n  = 16; 72 hour sleep deprivation (72SD) n  = 20; 24 hour novel environment stress (24NES) n  = 10; 72 hour novel environment stress (72NES) n  = 6. SD and HC animals in cohort 1 were trained on the one-way active avoidance task prior to SD. No effect of training was noted in stress or microarray measures (not shown). Cohorts 1 and 2 were combined for microarray analyses. Animals in the third cohort were used for protein measures and included HC n  = 16; 24SD n  = 12; and 72SD n  = 12.

### Sleep Deprivation

The multiple platform modification [29] of the classic ‘flower pot’ [28] technique in which animals are placed on an elevated platform over water was used. Based on prior research regarding the stress-reducing action of pairing socially familiar animals [27], long-standing cage mates were housed together in sleep deprivation chambers. Pairs of SD animals (cage mates) were p laced in large 3′x2′x2′ water tight polycarbonate chambers covered with stainless steel grating (Braintree Scientific, Braintree, MA). The chamber was filled with water to a depth of 2 inches. Twenty four inverted clay flower pots served as elevated platforms (4 inch diameter) within each chamber, allowing the animals to stay dry, move around, and access food and water supplied through the grated chamber lid.

### Novel Environment Stress (NES)

Procedures for reducing/preventing sleep are often stressful, as those for inducing stress can be sleep-depriving [30]. To help address this, for a subset of animals, the sleep depriving component was prevented by placing a rubberized metal grid over the platforms. Thus, NES animals were exposed to the same novel environment as the SD animals, but were not constrained from sleeping. These NES animals paralleled the sleep deprivation exposure duration (24 hour- n  = 10, and 72 hour- n  = 6) and hippocampal microarray signatures also were collected.

### Tissue Isolation

On the day that animals were removed from the SD chambers, they were deeply anesthetized with CO_2_ gas and decapitated. Trunk blood was collected, immediately centrifuged to isolate serum, and aliquots were frozen (-80 C) until further use. Corticosterone (CORT) radioimmunoassay (RIA) was used to measure CORT levels (RIA kit, ICN Biomedicals, Costa Mesa, CA) according to manufacturer’s directions. Briefly, 10 ul of serum was diluted 1∶200 in αβαγ buffer and incubated in antibody for 2 hours at room temperature. All samples were run in duplicate and averaged.

Brains were removed and immediately placed in oxygenated artificial cerebrospinal fluid (aCSF) containing (in mM) 114NaCl, 2.5 KCl, 2MgCl_2_, 30 NaHCO_3_, 10 Glucose and 2.2CaCl_2_. Hippocampi were dissected as described previously [31], [32]. Briefly, hippocampi immersed in 0°C oxygenated aCSF were placed on a chilled glass petri dish, and the CA1 region dissected away from dentate gyrus, CA3 and entorhinal cortex along the long axis of the hippocampus. CA1 tissue was flash frozen and stored at -80°C until further use.

### RNA Extraction

RNA was extracted from each CA1 tissue block, as described previously [31], [32], [33] using TRIzol (Invitrogen) followed by ethanol precipitation, and was reconstituted in RNase-free water. For each sample, 20 µg of biotin-labeled cRNA was generated from 5 µg of total RNA according to manufacturer’s instructions (Affymetrix). 20 µg biotin-labeled cRNA was applied to a rat RGU34A GeneChip (Affymetrix) for hybridization (one chip per animal).

### Microarray Protocol

The Affymetrix Gene Chip Operating Software (GCOS) quality control algorithm showed no significant difference (p>0.2, 1-ANOVA) for three quality control measures: scaling factor (2.45+/−0.06, target intensity of 500); GAPDH 3′:5′ (1.04±0.01); and β actin 3′:5′ (1.31±0.02). 

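In the 69 deposited arrays, the 3′ to 5′ signal ratio of GAPDH was 1.04 ± 0.0075 (SEM) and that of β actin 1.32 ± 0.020 (SEM), computed from the control probe sets for these mRNAs. The GAPDH ratio averaged 1.06 ± 0.047 (SD) in the 12 HC arrays of cohort 2 and 1.06 ± 0.055 (SD) in the 8 24SD arrays of that cohort. In cohort 1 it was 1.05 ± 0.077 (SD) in 5 HC arrays and 1.01 ± 0.029 (SD) in 10 24NES arrays. Array 30 of 24SD in cohort 2 had a GAPDH ratio of 1.18, above the 1.01 to 1.09 of the other arrays in its group. HC replicate 3 of cohort 1 also had 1.18, above the 0.979 to 1.04 of the other arrays in its group. The 72NES arrays averaged 1.05 ± 0.11 (SD). Array 71 among them had the highest GAPDH (1.26) and β actin (1.76) ratios of the 69 arrays.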

There was no significant difference among treatment groups regarding percent of probe sets rated present (39.5±0.03% present); p>0.4, 1-ANOVA). However, GCOS measures of background signal (74.9±2.1 cohort 1; 59.8±2.3 cohort 2) and RawQ (2.3±0.1 cohort 1; 1.9±0.1 cohort 2), as well as a chip x chip correlation matrix of signal intensity data (not shown), pointed to a global decrease in background signal intensity in Cohort 2. 

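The lowest signals differed between the cohorts: the tenth percentile of the signals on an array averaged 32.2 ± 3.53 (SD) on the 37 arrays of cohort 1 and 28.6 ± 2.32 (SD) on the 32 arrays of cohort 2. In limma, with group and cohort in the model, 1702 of 2697 genes differed between the cohorts in the SD arrays at an adjusted p under 0.05; the median size of the difference was 0.29 on the log2 scale among them and 0.20 over all 2697. The background and RawQ readings of the scanner software are not used here.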

To control for this, each gene’s expression values for HC, 24SD and 72SD was standardized separately within cohort 1 and cohort 2, and then the two cohorts were combined. This retained the variability of each cohort, but removed the ‘cohort effect’ from the data. The raw signal intensity values (MAS5) and scanned images (.cel files) have been deposited to the MIAME compliant Gene Expression Omnibus (GEO) database ([34] - accession #GSE34424).

Values were transferred to Excel (2007, Microsoft), Bioconductor [35], or MultiExperiment Viewer (MEV, [36]), and integrated with annotation data (Affymetrix, June 2011). Pre-statistical filtering retained ‘A’ grade probe sets that were uniquely annotated with gene symbols and had at least 6 presence calls across all 69 HC and SD chips. This criterion was selected based on factorial analysis demonstrating <5% probability of 6 or more chips being rated present for a given probe set by chance (Blalock, unpublished observations).

### Biological Pathway Identification

Functional processes significantly overrepresented in the data set were determined using the Database for Annotation, Visualization and Integrated Discovery (DAVID) overrepresentation tool [37] on the Gene Ontology (GO) database [38]. The ‘table clustering’ option and streamlined ‘GO-FAT’ subset of the GO were used for analysis. A single illustrative process from each cluster (p<0.05; kappa statistic/‘EASE score’) [39], populated by between 3 and 50 genes, is reported in Results.

### Overlap Analysis

For comparisons across different transcriptional profiles (e.g, sleep deprivation vs. aging, or sleep deprivation vs. novel environment stress), statistical similarity is determined by ‘overlap analysis’ as previously reported [40], [41], [42], [43], [44], [45]. Briefly, a total number of genes available for testing across two studies (common background) is established based on gene symbol level annotation and high quality signal in both studies. Among this set of background, the number genes significant in both studies (the ‘overlap’) is statistically contrasted with the number of genes one would expect in the overlap by chance using the binomial test [46].

### Western Blot Experiments

A separate cohort of animals was exposed to the SD paradigm (n  = 12–16/group; HC, 24SD and 72SD), and their hippocampi removed for protein extraction and Western blot analysis. Briefly, intact hippocampi were flash-frozen in liquid nitrogen and stored at -80°C until use. Hippocampi were homogenized in 500 µl 0.3 M sucrose buffer containing protease inhibitors (300 mM sucrose, 75 mM NaCl, 10 mM Tris pH 7.4, 20 mM EDTA, 20 mM EGTA, 1 µg/ml pestatin A, 10 µg/ml leupeptin, 20 µg/ml, 200 nM PMSF, 8 µg/ml calpain inhibitor I & II). Tissue was centrifuged in a microfuge (3500 rpm/1000 g×5 min) to remove cellular debris. Supernatant (membrane/cytosol fraction) was collected and stored at -80°C until further use.

Protein concentration was determined by the Lowry method with no significant difference among treatment groups (35.2±1.2 µg/µl; p  = 0.76; 1-way ANOVA). For each sample, 200 µg of protein was loaded on Bio-Rad gradient gels (4–20%). Proteins were resolved by electrophoresis and transferred to nitrocellulose membranes for quantitative Western blot as described previously [47]. Membranes were incubated at 4°C overnight in I-Bloc (Tropix) along with primary antibodies, which included: Agrin (1∶000 dilution, Chemicon catalogue MAB5204, monoclonal); Adrb2 (1∶5000, Chemicon catalogue AB5617, polyclonal); Sgk-1 (1∶1000, Upstate catalogue # 07-315, polyclonal); Nr3b (1∶2500, Upstate catalogue # 07-351, polyclonal), Neurexin 1 (1∶1000, Biovision catalogue # 3428-100, polyclonal); EAAC1 (1∶500, Upstate catalogue # MAB1587, monoclonal); and GluR2/3 (1∶5000, Upstate catalogue # 07-5998, polyclonal). Primary antibodies were detected using the appropriate HRP-conjugated secondary antibody, diluted in I-Bloc at 1∶10,000, and detected using the ECL-plus Western kit (GE Healthcare). Protein levels were quantified using a Storm 860 PhosphoImager (MolecularProbes).

### Other Microarray Studies

Published microarray studies of aging rat hippocampus, along with their Gene Expression Omnibus data deposition references include: GSE854 [31]; GSE5666 [33]; GSE9990 [32]. Procedures for statistical comparison of the present work to these published studies are similar to those published previously [40], [45], [48] except as noted in Results.

### Statistical Analysis

All statistical analyses were performed using SigmaStat, SAS, and/or custom formulae in Excel (Microsoft, 2007). Outlier values (>2SD of treatment mean) were treated as missing values. For microarray data, the error of multiple testing for genes rated significant (1-ANOVA, p≤0.05) was estimated by the False Discovery Rate (FDR) procedure [49], with median FDR reported. Significant genes were further investigated with a post-hoc template matching strategy [32], [45].

### Interpretation Caveats

The following are important considerations/limitations regarding the interpretation of this data. First, mRNA and protein levels are used to infer functional changes, but are not direct measures of function. Second, gene products are pleiotropic and can play different roles depending on the cell/tissue type and temporal context of their expression. Third, although enriched in neurons, the CA1 region of the hippocampus is not exclusively neuronal. Astrocytic, oligodendrocytic (richly myelinated perforant path and alveus), microglial and vascular cells/tissue are transcriptional contributors. Fourth, the SD profile can differ across brain regions [50] and, probably, species. To help guard against mis- (or over-) interpretation, particular attention is paid to genes that participate in larger, statistically significant functional groups, are known to be expressed in brain tissue, and/or have been found to change in prior studies examining similar phenomena in similar tissue.

## Results

### Stress-related Measures

We measured three stress-related outcome variables: body weight, adrenal size, and corticosterone level in control and SD animals. Although not a large effect (∼5%), there was a consistent and significant weight loss associated with sleep deprivation (Fig. 1A). Adrenal weights were not significantly increased in SD animals (Fig. 1B). CORT levels (Fig. 1C) were measured at the circadian nadir. 24SD but not 72SD subjects showed a significant elevation. Control CORT levels are in range with those reported in other studies [51], [52].

**Figure 1:**
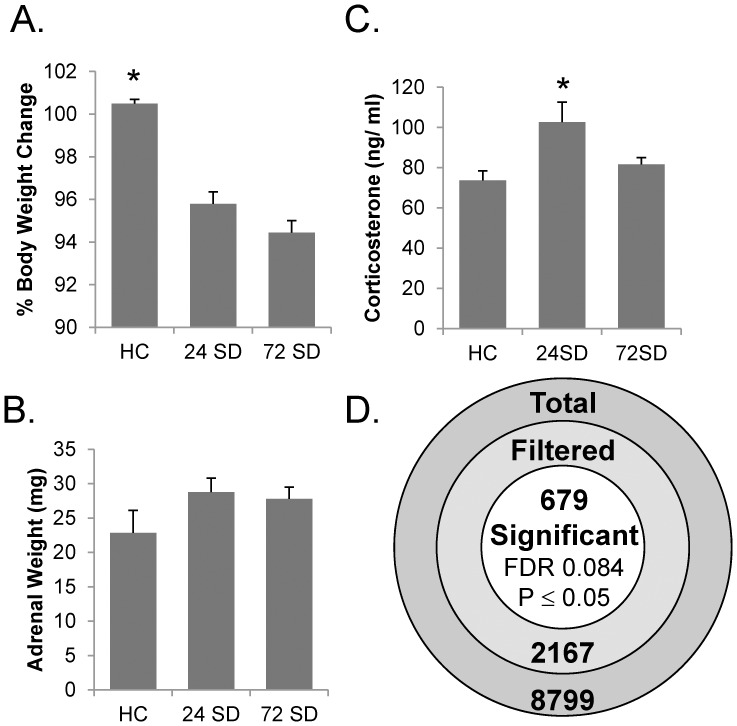
Sleep deprivation reduces body weight, increases corticosterone, and causes detectable changes in hippocampal gene expression. A. Body weight was significantly reduced in all SD animals from both cohorts. Weights measured at the end of the study are expressed as a percentage of the body weight measured at the beginning of the study, a 4 day span (1-way ANOVA [* F_2, 49_ = 29.1, p  = 4.8×10^−9^]). B. Adrenal weights measured from animals in cohort 1(HC n  = 9; 24SD n  = 9; 72SD n  = 10) were not significantly increased (p  = 0.22). C. Corticosterone levels from animals in cohort 2 (HC n  = 12; 24SD n  = 9; 72SD n  = 13) were significantly increased at 24SD (1-way ANOVA [F_2,31_ = 5.93, p  = 0.0066]; *post-hoc Tukeys). D. Of 8799 total probe sets, 2167 were rated present and had unique gene symbol level annotations. These were tested by 1-way ANOVA across HC, 24SD, and 72SD groups. A total of 679 genes were rated significant (p≤0.05). The False discovery rate (FDR) procedure estimates that 8.4% of these results are significant due to the error of multiple testing.

### Gene expression Patterns

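CA1 RNA from 53 male F344 rats was hybridized to 1 Affymetrix rat array per animal. HC animals stayed in the home cage, and SD animals were kept for 24 or 72 hours on small platforms over water. Cohort 1 held 5 HC, 8 24SD and 8 72SD animals, and cohort 2 held 12 HC, 8 24SD and 12 72SD animals. Cage mates shared a chamber and the labels used here do not say which animals these were, so each p treats the animals as independent. HC and SD animals of cohort 1 had been trained on active avoidance, and the paper does not name those of cohort 2 among the trained. The deposited values are the authors' MAS5 signals on a linear scale for 8799 probe sets. The trimmed mean of the deposited signals was 1502 on every array, so each array had been scaled as a whole, to another level than the target intensity in the paper's methods. The median signal of an array had a median of 466.3 (range 430.6 to 469.7) in HC, 446.85 (429.8 to 470.0) in 24SD and 456.1 (437.6 to 478.4) in 72SD of cohort 1. In cohort 2 it was 455.1 (436.1 to 478.3) in HC, 441.9 (432.0 to 457.3) in 24SD and 444.45 (419.3 to 470.2) in 72SD. Signals were set to at least 1, log2 transformed and otherwise used as deposited. Probe sets with 1 gene symbol and a mean signal in the upper 50% (a signal of 440 and above) were kept, with the brightest probe set for each gene, which left 2697 genes. The present calls behind the filter of Fig. 1D are not used here. Each gene was fitted in limma with a term for group and a term for cohort, and limma's F-test asked whether 24SD or 72SD differed from HC, with Benjamini-Hochberg adjustment over the 2697 genes. Changes given after a gene are log2 differences from HC ± standard error (SE), over n = 17 HC, 16 24SD and 20 72SD arrays. The paper's threshold, an unadjusted p of at most 0.05, is used for counts beside the adjusted one, and the number of arrays limits the precision.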

The CA1 hippocampal subregion (Methods) was used for gene expression microarray analysis. Data were filtered (Fig. 1D) to remove probe sets that were poorly annotated, redundant, or had weak expression levels. One-way ANOVA identified nearly 700 genes significantly influenced by SD. 

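Sleep deprivation changed 10 of the 2697 genes at an adjusted p under 0.05, of which 8 rose and 2 fell. Per2, a core gene of the circadian clock, rose by 0.43 ± 0.081 at 24 hours and 0.49 ± 0.076 at 72 hours (adjusted p = 0.000123, higher than the HC mean of its cohort in 35 of 36 SD arrays). Sult1a1, a sulfotransferase of phenols, rose by 0.90 ± 0.17 at 24 hours and 0.51 ± 0.16 at 72 hours (adjusted p = 0.00581, 31 of 36 arrays). Tac3, which encodes the neurokinin B precursor, rose by 0.43 ± 0.095 at 24 hours (adjusted p = 0.0117), and Adipor2, an adiponectin receptor, by 0.32 ± 0.062 (adjusted p = 0.00830). Wfdc1 rose by 0.49 ± 0.12, Rbp4, the carrier of retinol, by 0.43 ± 0.10 and Il6r, the receptor subunit that binds interleukin 6, by 0.34 ± 0.078 at 24 hours, each with an adjusted p of 0.0383. Fryl had the smallest rise, 0.22 ± 0.045 at 24 hours (adjusted p = 0.0151). Mmp14, a membrane-bound matrix metalloproteinase, changed by -0.52 ± 0.098 at 24 hours and -0.38 ± 0.092 at 72 hours (adjusted p = 0.00581, lower in 32 of 36 arrays), and Gda, the guanine deaminase, by -0.30 ± 0.067 at 24 hours and -0.23 ± 0.063 at 72 hours (adjusted p = 0.0314, 33 of 36 arrays). At 72 hours the other rises were 0.39 ± 0.089 for Tac3, 0.41 ± 0.11 for Wfdc1, 0.35 ± 0.095 for Rbp4, 0.26 ± 0.073 for Il6r, 0.22 ± 0.058 for Adipor2 and 0.14 ± 0.042 for Fryl. At the paper's threshold, 334 genes (12.4%) passed, where about 135 would pass by chance. Without the signal filter 6 genes passed the adjusted test (Gda, Il6r, Rbp4 and Wfdc1 did not), and with the upper 40% of signals also 6, since Il6r, Mmp14, Rbp4 and Wfdc1 were then not tested; without 24SD array 30 of cohort 2 there were 9, without Il6r and Rbp4. The 1-way ANOVA of the methods with their removal of values over 2 SD from the treatment mean gave 113, and 10 without the removal. Limma gave 13 in cohort 1 alone (283 at the paper's threshold), 0 in cohort 2 alone (206) and 0 with cohort left out of the model (126).

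**Figure D1:**
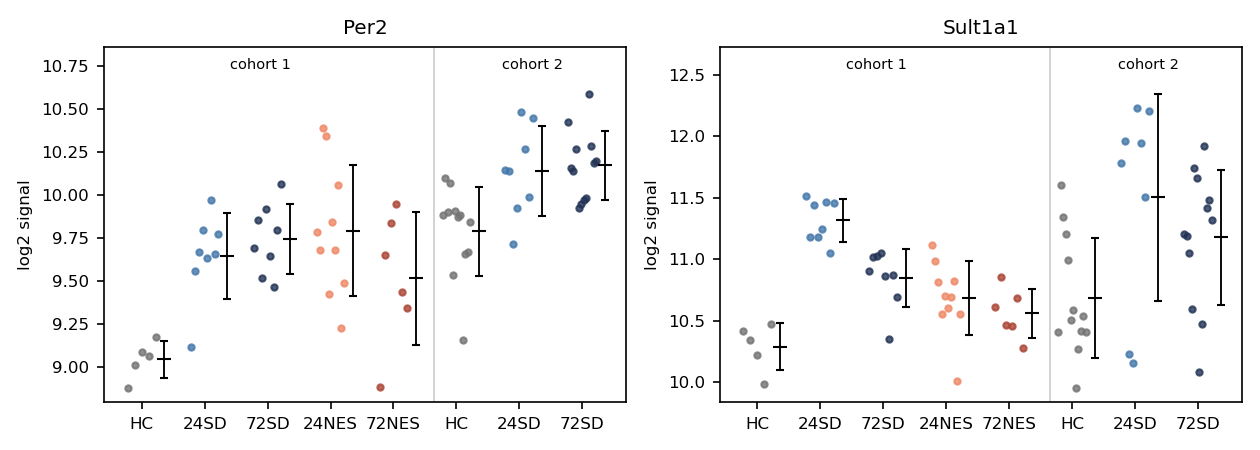
Log2 signal of Per2 and Sult1a1 (vertical axis) in each animal by group (horizontal axis), with cohort 1 at left and cohort 2 at right, 1 dot per animal, and black bars for the mean ± SD. In cohort 1 the mean of Per2 was 9.04 in HC, 9.65 in 24SD and 9.74 in 72SD, and in cohort 2 it was 9.79, 10.14 and 10.17.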

Approximately 8.4% of those are likely to be present due to the error of multiple testing as estimated by the False Discovery Rate (FDR) procedure. 

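Among the 334 genes that passed the paper's threshold, the Benjamini-Hochberg value had a median of 0.270, or 27.0%, and it was 0.402 at the threshold itself. Cryab, a small heat shock protein, was 0.58 ± 0.14 at 24 hours and 0.40 ± 0.13 at 72 hours (adjusted p = 0.0849). Gpam, the mitochondrial enzyme that starts glycerolipid synthesis, was -0.27 ± 0.071 at 24 hours and -0.23 ± 0.066 at 72 hours and Grin2d, a subunit of NMDA receptors, was -0.26 ± 0.062 at 24 hours and -0.10 ± 0.058 at 72 hours (both adjusted p = 0.0885). Glud1, the glutamate dehydrogenase, was -0.15 ± 0.045 at 24 hours and -0.11 ± 0.042 at 72 hours (adjusted p = 0.175). When groups were drawn at random within cohort among the same arrays, a median of 4.75% of the 2697 genes passed a 1-way ANOVA at the paper's threshold, and 11.0% once values over 2 SD from their treatment mean had been removed.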

We consider this a fairly strong result, particularly compared to studies on normal aging, where FDRs are typically in the 20-25% range. However, the present work also has a higher n per treatment group, likely increasing statistical power.

The combination of significance and direction of change for significant genes constitutes the gene expression pattern for a single gene. Here, we used template matching [32] to parse ANOVA-significant genes into expression patterns. Four experimenter-defined expression patterns (templates) were constructed to examine SD effects: sustained, transient, delayed, and linear (Fig. 2 A, B, C, D). Treatment group mean gene expression for every significant gene was correlated with each of these four templates, and each gene was assigned to the template with which it most strongly correlated. Positive correlations were interpreted as “increased” with sleep deprivation, and negative correlations as “decreased”. The complete list of all significant genes, along with their template assignments, mean expression values and 1-way ANOVA p-values, are provided in Table S1.

**Figure 2:**
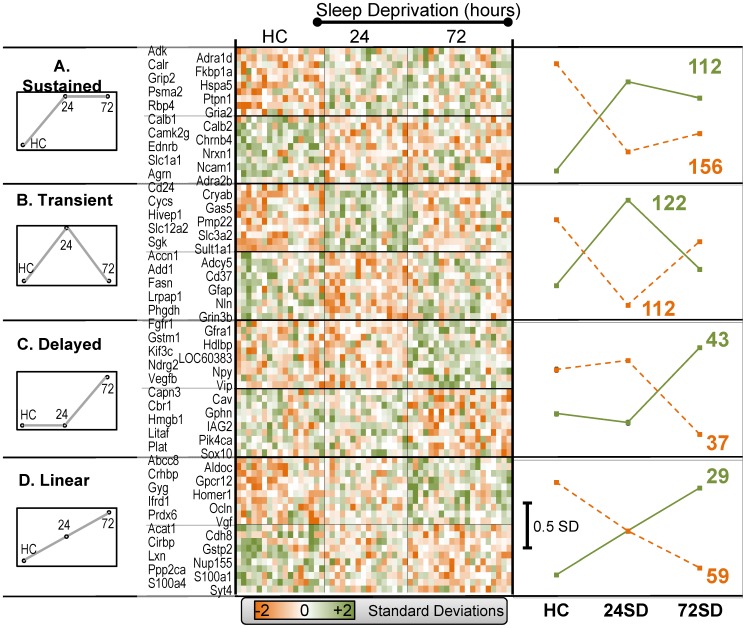
Expression patterns for significant genes are shown. **Left:** Artificially constructed templates (**A. Sustained; B. Transient; C. Delayed, and D. Linear)** were used to partition genes into specified patterns. The treatment group mean expression value for each significant gene was correlated with each of the four templates and the gene was assigned to the template with the highest |R|. Positive correlations are considered ‘increased’ with SD, negative correlations are considered ‘decreased’. **Center:** Heatmap for 10 representative genes assigned to each template and direction are shown. Data are expressed in standardized units and color coded (lower, color scale) by standard deviations from the mean. **Right:** Averaged results for all genes in each template are graphed (positive  =  solid green; negative  =  dashed orange; # genes in each pattern reported). Note: error bars plotted but obscured by symbols.

Heat maps (Fig. 2, center) show color-coded standardized expression values for 10 representative genes from each pattern for each subject. On the right, the averaged expression values for all significant genes assigned to each template are shown, along with the total number of genes assigned to that template. 

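By the correlation of the fitted group means with the 4 templates, 206 of the 334 genes at the paper's threshold were sustained (87 higher and 119 lower in SD) and 105 were transient (35 higher and 70 lower). Another 6 genes were delayed and 17 linear. Tac3, Adipor2 and the other 8 genes that passed the adjusted test were all sustained, among them Fryl and Mmp14. Grin2d, Cplx1 and Rab12, a small GTPase of vesicle traffic, had transient decreases: Cplx1, a complexin of the vesicle release machinery, was -0.39 ± 0.11 at 24 hours and -0.12 ± 0.11 at 72 hours (adjusted p = 0.170) and Rab12 was -0.14 ± 0.048 at 24 hours and -0.067 ± 0.045 at 72 hours (adjusted p = 0.298). Ifrd1, a regulator of transcription, was linear, at 0.19 ± 0.094 at 24 hours and 0.29 ± 0.088 at 72 hours (adjusted p = 0.200). The delayed genes included Tnfsf13, a cytokine of the TNF family, and Cav1, the main protein of caveolae, both named after their values were seen. Sustained and transient genes together were 122 higher and 189 lower, and 207 higher and 95 lower after each array was centred on its median. In cohort 2 alone they numbered 175, and with the ANOVA of the methods and its removal of values 502.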

Interestingly, most significant genes were assigned to either the sustained or transient templates. 

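In 287 of the 334 genes the change from HC was smaller at 72 than at 24 hours, with a median size of 0.21 at 24SD and 0.13 at 72SD, and in 321 it kept its sign. Against HC, 39 genes changed at 24SD (20 rose and 19 fell) and Per2 alone did at 72SD. Hsd11b1, the enzyme that regenerates active glucocorticoid, rose by 0.22 ± 0.061 at 24SD (adjusted p = 0.0476) and was 0.15 ± 0.057 at 72SD. Fez1, a protein of axon growth, fell by 0.21 ± 0.054 at 24SD (adjusted p = 0.0403), and Cacna1g, a T-type calcium channel, by 0.23 ± 0.061 (adjusted p = 0.0403). Sult1a1 had a difference of -0.39 ± 0.16 between 72SD and 24SD, with an adjusted p of 0.978. Tested directly, 72SD against 24SD gave 0 genes in limma, and 92 at the paper's threshold. The 39 genes at 24SD split into 30 rises and 4 falls among 34 after median centring; they were 9 without the signal filter, 3 with cohort left out of the model, 23 in cohort 1 and 0 in limma in cohort 2 (284 at the paper's threshold). At 72SD there were 2 genes after quantile normalization, after median centring or with the upper 40% of signals, 20 in cohort 1 alone, and 0 in limma in cohort 2 (197 at the paper's threshold) or with cohort left out.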

Further, the 72SD group tended to show a lesser (albeit non-significant) tendency to recover back to HC values.

To determine whether the number of genes categorized into each expression pattern was significant, we ran a Monte Carlo simulation. For the simulation, the data table used the same number of chips (columns), and same number of genes (rows), and the same ANOVA and post-hoc template matching strategy as the original microarray data set. However, all signal intensity values were replaced with randomly generated numbers. Then the number of significant “genes” that were categorized in each template was counted. This process was repeated 1000 times, with new randomly generated numbers each time. Out of these 1000 iterations, on average, the random data identified an average of 14 ‘genes’ in the sustained and delayed templates, 19 ‘genes’ in the transient template, and 9 ‘genes’ in the linear template. These results indicate that different templates have different random probabilities of having genes assigned to them, and this should be taken into account during this type of analysis. However, the actual data for all templates (Fig. 2, right) far exceed these Monte Carlo estimated values (p≤1.3×10^−8^ for all templates, binomial test). Thus, all template-identified genes are occurring at a significantly greater frequency than expected by chance.

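Sustained genes numbered 206 among the 2697 tested, against 34.7 from random numbers (binomial test, one-sided, p = 1.51e-89), and transient genes 105 against 46.6 (p = 7.89e-14, binomial test). Delayed genes were 6 against 32.2 and linear genes 17 against 21.6, with binomial p of 1 and 0.865. By the ANOVA of the methods with its removal of values, 31 genes were delayed and 52 linear, against 73.9 and 49.7 from random numbers with the same removal. The random numbers came from 1000 draws for 2167 genes on 53 arrays, tested by 1-way ANOVA at the paper's threshold, and were scaled to 2697 genes. Per direction, the draws gave 14.0 sustained, 18.8 transient, 13.1 delayed and 8.69 linear genes, and 31.8, 43.1, 29.8 and 19.9 when values over 2 SD from their treatment mean were removed in each draw. Genes tested on the same arrays are not independent, so the binomial p is a description. Among the 17 linear genes is Ifrd1; Homer1, by its brightest probe set, was at 0.0060 ± 0.053 at 24 hours and -0.0050 ± 0.050 at 72 hours and Fkbp4 at -0.0067 ± 0.062 at 24 hours and 0.11 ± 0.058 at 72 hours, and neither passed the paper's threshold, while the Homer1 probe set of Table S1 did (p = 0.00856).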

### Protein Measurements

Microarray results informed our decisions regarding selection of gene products for measurement at the protein level. A separate cohort of animals was subjected to the SD protocol and hippocampi were removed for Western blot analysis on 7 proteins: ADRB2, Agrin, EAAC1, GluR2, Neurexin 1, NR3B, and SGK-1 (Fig 3). These proteins were chosen because our initial analysis of microarray data pointed to these neuronal function downregulation or stress response upregulation with SD. Western blot analysis showed directional agreement for 5/7 products, 4 of which were significant (Adrb2*, Agrin*, GluR2*, Neurexin 1*, Sgk-1; * significant). With the exception of Sgk-1, protein analysis was focused on neuronal products and appeared to agree with generalized downregulation seen at the mRNA level. We interpret this as fairly strong agreement especially considering that the experiment was done in a separate cohort of animals.

**Figure 3:**
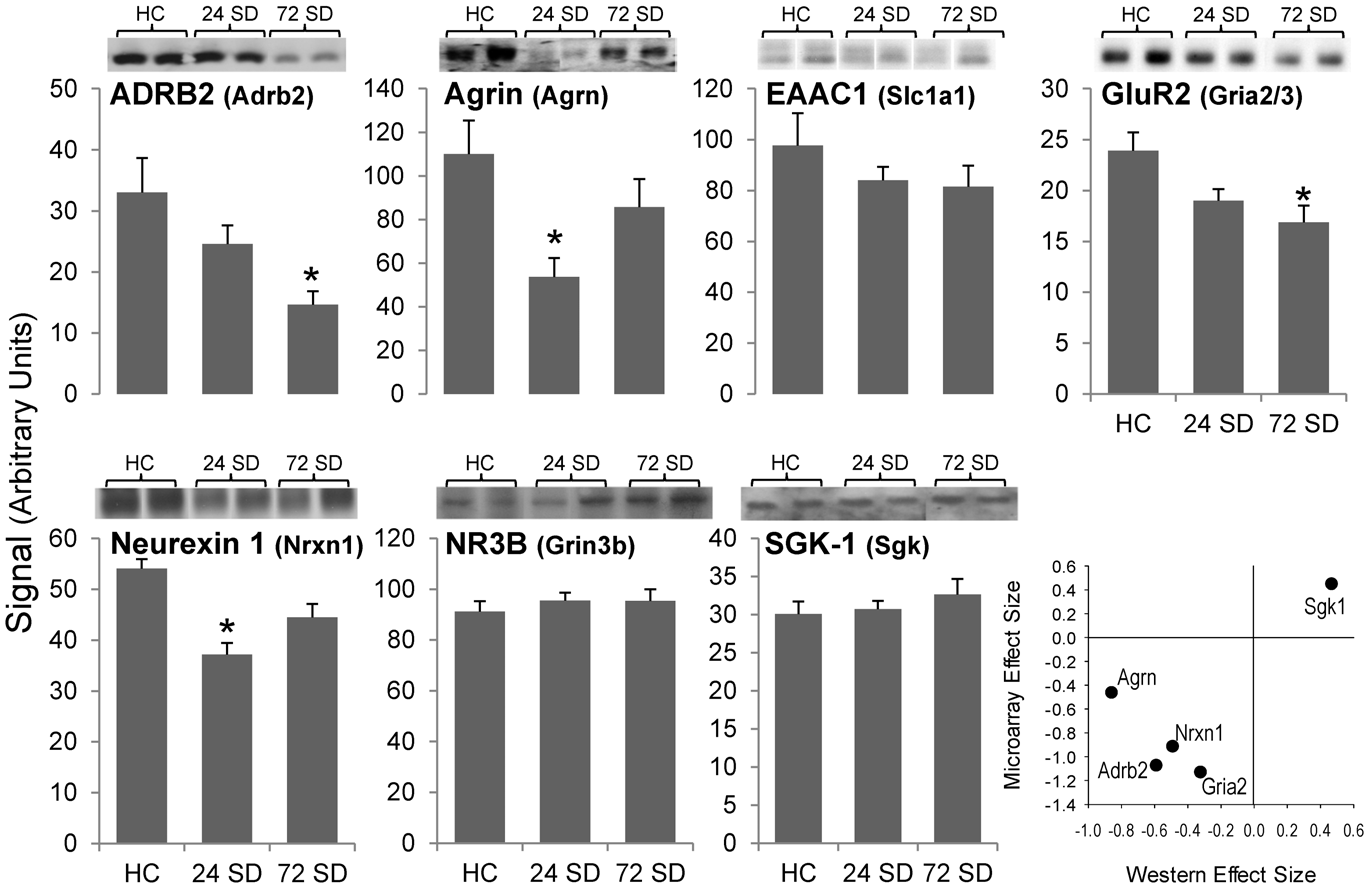
Based on results from microarray analysis, the protein products of 7 genes were analyzed. Western blot analysis was performed on a separate cohort of sleep deprived and control subjects (n  = 12–16/group; HC, 24SD, and 72 SD). Adrenergic beta 2 receptor (**Adrb2**), agrin (**Agrn**), AMPA-selective glutamate receptor 2 (**GluR2**/*Gria2*), and neurexin 1 (**Nrxn1**) were significantly downregulated at both the protein and mRNA levels. Excitatory amino acid transporter (**EAAC1**/*Slc1a1*) and serum glucocorticoid kinase 1 (*Sgk*/**Sgk-1**) were not significant at the protein level. Representative immunoblots from Western analysis are shown for each gene product. **Last Panel:** Plot of effect sizes (differences in mean expression expressed in standard deviations) for selected mRNA (microarray) and protein (Western) results for individual gene products shows general agreement in direction and significance of change.

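The mRNA of Agrn, the proteoglycan agrin, was -0.12 ± 0.066 at 24 hours and -0.080 ± 0.062 at 72 hours from HC in the arrays (adjusted p = 0.587). Gria2, the GluR2 subunit of AMPA receptors, was 0.13 ± 0.063 at 24 hours and 0.045 ± 0.059 at 72 hours (adjusted p = 0.511), a positive change that was negative in cohort 2 alone. Sgk1, a kinase induced by glucocorticoids, was 0.41 ± 0.18 at 24 hours and 0.20 ± 0.17 at 72 hours (adjusted p = 0.454). Slc1a1, the neuronal glutamate transporter EAAC1, was -0.015 ± 0.059 at 24 hours and 0.016 ± 0.056 at 72 hours by its brightest probe set (adjusted p = 0.956), which is of either sign depending on the scaling, and -0.19 ± 0.072 at 24 hours and -0.10 ± 0.068 at 72 hours by the probe set of Table S1 (adjusted p = 0.476). The probe set the paper lists as Grin3b, annotated here as Tmem259, was -0.15 ± 0.066 at 24 hours and -0.074 ± 0.062 at 72 hours (adjusted p = 0.462). None of these mRNAs passed the adjusted test in both cohorts together, though Sgk1 rose in cohort 1 alone by a mean of 0.69 (adjusted p = 0.0367). The second Slc1a1 probe set, which lies under the signal filter, was fitted over every probe set other than controls.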

### SD Gene List Consolidation

To streamline comparison with other gene expression data, each ANOVA-significant SD gene’s expression pattern was assigned ‘up’- or ‘down’-regulated status based on the sign of its correlation. Here, 290 SD genes were upregulated and 370 were down-regulated.

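At the paper's threshold, 135 genes were higher and 199 lower in SD, so 40.4% were higher. After each array was centred on its median signal, 226 were higher and 102 lower, so 68.9% were higher. Gpd1, the glycerol 3-phosphate dehydrogenase, had the largest increase of the genes listed here as glucocorticoid induced, a mean of 1.06 ± 0.25 over both durations (adjusted p = 0.0849). Kcnj10, the inwardly rectifying potassium channel of glia, was -0.69 ± 0.19 at 24 hours and -0.34 ± 0.18 at 72 hours (adjusted p = 0.151). Nr1d2, a nuclear receptor of the clock, rose by 0.35 ± 0.095 at 24 hours (adjusted p = 0.0412 for 24SD against HC). In cohort 1 alone 143 genes were higher and 140 lower, and in cohort 2 alone 82 were higher and 124 lower. Of the 670 probe sets of Table S1, 657 had the direction given there, and 352 passed the paper's threshold in limma (157 higher and 195 lower, or 209 and 119 of 328 after median centring). Table S1 was chosen on these samples.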

### Pathways Altered in Sleep Deprived Subjects

To identify pathways altered in sleep deprivation, we took the two largest cohorts of significant genes, the sustained and transient patterns, and separated them by direction of change. Each subgroup was uploaded to the DAVID website (Methods) and subjected to overrepresentation analysis. The delayed and linear patterns contained significantly more genes than expected by chance, but had too few genes for DAVID analysis. Therefore results from these templates were considered individually (Table 1). 

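Genes induced by glucocorticoids rose as a group: of 11 measured, 9 were higher in SD, by a median of 0.14 (camera, adjusted p = 0.00307; adjusted p = 0.217 with an estimated correlation). Sult1a1 passed the adjusted test; Cebpb and Klf9, both transcription factors, were 0.32 ± 0.098 and 0.17 ± 0.066 at 24 hours, and adjusted over the list alone 3 members were higher. Genes of neurogenesis and neuronal differentiation were lower in 14 of 17, which did not pass in camera (adjusted p = 0.147) and passed in fry, a test of the list by itself (adjusted p = 0.0170). Crmp1, a protein of axon guidance, was -0.16 ± 0.054 and Nes, which encodes nestin of neural precursors, -0.19 ± 0.064 at 24 hours, while Neurod1, a transcription factor of granule cells, rose by 0.36 ± 0.098 at 24SD (adjusted p = 0.0412); adjusted over the list alone 1 was higher and 1 lower. The presynaptic machinery of vesicle release fell as a group, with 27 of 38 members lower, 11 of them at the paper's threshold and 1 adjusted over the list alone (median -0.10; adjusted p = 0.00307; 0.217 as adjusted p with an estimated correlation). Exoc6, a subunit of the exocyst, fell by 0.23 ± 0.060 at 24SD (adjusted p = 0.0375), and Cplx2, a complexin, was -0.38 ± 0.11. Markers of dentate granule cells, a region next to CA1, also changed: 4 of 4 were higher in SD (median 0.18; adjusted p = 0.0217; adjusted p = 0.217 with an estimated correlation), and Il1rap was 0.29 ± 0.11. The 34 lists were fixed before the signals were examined, but the values of Table S1, chosen on these arrays, had been seen. Sult1a1, Cebpb and Klf9 of the glucocorticoid list are in Table 1 as increased. So are Hspa5 and Eif2ak3 of the list of endoplasmic reticulum chaperones. The lists are thus not fully independent of the paper's calls. Of the 34, 11 passed in SD, 9 higher and 2 lower, and with an estimated correlation none passed. In each cohort alone the adjusted p was 4.02e-05 in cohort 1 and 0.147 in cohort 2 for genes induced by glucocorticoids. It was 0.00269 in cohort 1 and 0.0546 in cohort 2 for vesicle release. For dentate granule cell markers it was 0.00514 in cohort 1 and 0.221 in cohort 2. With an estimated correlation 0 lists passed in either cohort alone, and whether lists differ between the cohorts was not tested. Blood markers were lower in 4 of 4 in cohort 1 (median -0.36, adjusted p = 0.00630). General neuronal markers were lower in 10 of 13 over both cohorts (adjusted p = 0.174, and 0.0460 in fry). They were lower in 6 in cohort 1 (adjusted p = 0.764) and 11 in cohort 2 (adjusted p = 0.0230). A change in the cells sampled is not excluded. Of the genes in Table 1, 6 of 8 under glucocorticoid stimulus were higher, 22 of 23 under synapse lower, and all 8 measured under neuron differentiation lower, with 5, 9 and 4 at the paper's threshold in those directions; the study chose these lists on the same samples, so they are not independent evidence.

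**Figure D2:**
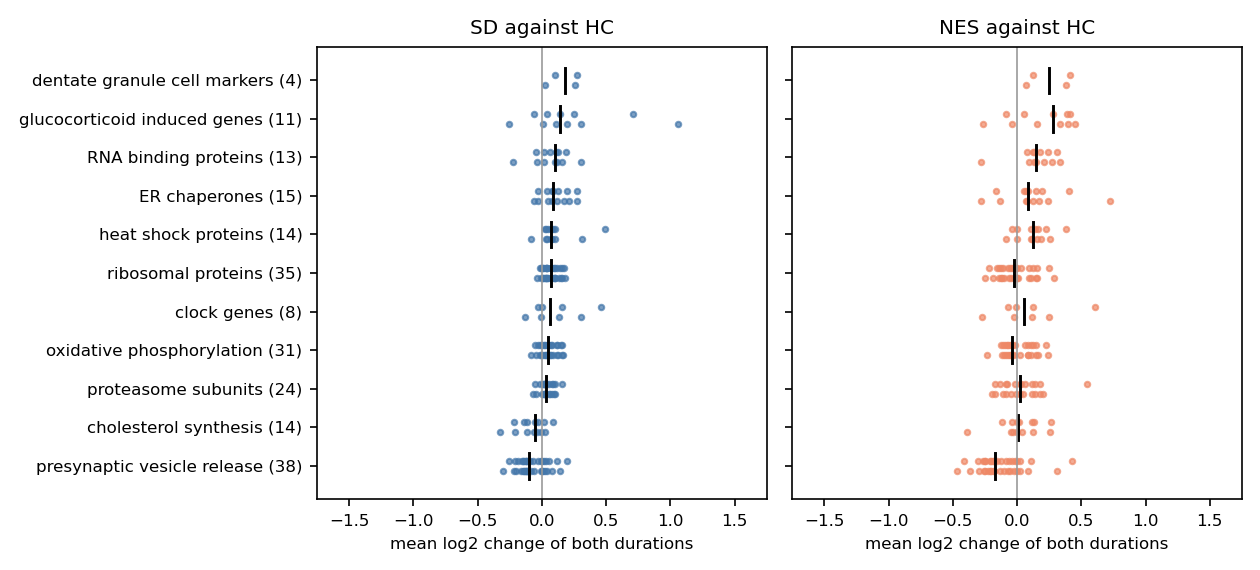
Mean log2 change from HC over both durations (horizontal axis) of each measured member of the 11 lists that passed in SD (vertical axis), with SD at left and NES at right; each dot is 1 gene and the black line is the median of its list. In SD the medians run from -0.10 for presynaptic vesicle release to 0.18 for dentate granule cell markers.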

A sustained increase glucocorticoid stimulus, a transient decrease in cell morphogenesis/neurogenesis, and a sustained decrease in neuronal/synaptic signaling were identified. These results are largely consistent with prior work on SD and interpretations are presented in Discussion.

**Table 1:** Pathways influenced by sleep deprivation.

Sustained	
Increased	Decreased
51384: **response to glucocorticoid stimulus** (# 8, p = 0.0083) *Bad, Ghr,* *Hmgb1, Il6r, Plat, Ptgs2, Sgk, Sult1a1*	45202: **synapse** (# 23, p = 0.016) *Add1, Chrna7, Cplx1, Dlg2, Erbb3, Gabra3, Gad2, Gpr51, Grm7, Htr3a, Myh9, P2rx4, Prkar1a, Rabac1, Rgs19ip1, Sdfr1, Slc2a3, Snca, Sparcl1, Syngr1, Synpo, Syt3, Unc13h1*
32355: **response to estradiol stimulus** (#6, p = 0.023) *Bad, Cryab, Gpx1,* *Insig1, Ptgs2, Ptk2*	06538: **glutamate catabolic process** (# 3, p = 0.029) *Gad2, Glud1, Got2*
00165: **MAPKKK cascade** (# 7, p = 0.024) *Cryab, Dusp6, Ghr, Grm4, Mapk14,* *Ptk2, Raf1*	12506: **vesicle membrane** (# 9, p = 0.04) *Ap2b1, Camk2g, Cftr, Gad2, Rgs19ip1, Slc2a3, Snca, Syngr1, Tmp21*
30198: **extracellular matrix organization** (#5, p = 0.037*) Apex1, Col11a1,* *Fn16974, Gadd45a, Hmgb1, Hmgb2, Mapk14, Msh2, P4ha1, Ptk2, Serpinh1, Sgk*	
43565: **sequence-specific DNA binding** (#9, p = 0.039) *Cebpb, Cutl1,* *Hnrpab, Msh2, Neurod1, Nsep1, Pou3f1, Sox10, Znf148*	
48869: **cellular developmental process** (#29, p = 0.04) *Actb, C1s, Cap1,* *Cebpb, Celsr3, Clcn2, Col11a1, Cr16, Cutl1, Dusp6, Fn1, Gpx1, Grm4, Hes1, Hmgb1,* *Hmgb2, Hnrpab, Homer1, Ifrd1, Mapk14, Msh2, Myt1l, Neurod1, Pou3f1, Ptk2, Rbp4,* *Sgk, Slc1a3, Sox*	
00902: **cell morphogenesis** (#11, p = 0.047) *Actb, Cap1, Celsr3, Fn1, Hes1, Hmgb1, Hnrpab, Mapk14, Ptk2, Sgk, Slc1a3*	
44260: **cellular macromolecule metabolic process** (#43, p = 0.048*)* *Apex1, Ccnl, Cebpb, Col11a1, Cryab, Cutl1, Dusp6, Fn1, Galnt1, Ghr, Gpx1, Grm4, Hes1,* *Hmgb1, Hmgb2, hnRNPA3, Hnrpa1, Hnrpu, Klf9, Mapk14, Mrpl23, Msh2, Myt1l, Neurod1,* *Nfia, Nsep1, P4ha1, Per2, Pou3f1, Ppig, Prkcl1, Psma2, PSMD1, Ptk2, Raf1, Rod1, Rpl10,* *Safb, Sgk, Sox10, Top1, Znf148, Znf265*	
**Transient**	
50790: **regulation of catalytic activity** (#21, p = 0.0058) *Akt2, Arg2, Atpi,* *Cd24, Cycs, Eif2ak3, F3, Fkbp1a, Frap1, Grm1, Hsp60, Hspa5, Mapk8ip, Plcd1,* *Psma7, Psmd4, Pthlh, Rb1, Rbl2, Ssbp1, Vldlr*	22803: **passive transmembrane transporter activity** (# 12, p = 0.014) *Cacna1g, Cacnb3, Chrnb4, Gjb1, Grik5, Grin2d, Kcnj14, LOC293497, Mip, Scn1b, Snap25, Z49858*
43255: **regulation of carbohydrate biosynthetic process** (#4, p = 0.013)*Akt2, Frap1, Plcd1, Ppp1cb*	06970: **response to osmotic stress** (# 5, p = 0.018*) Avp, Avpr1, Bax, Kmo, Sord*
04435: **phosphoinositide phospholipase C activity** (#3, p = 0.025)*Plcb1, Plcd1, LOC84587*	42175: **nuclear envelope-endoplasmic reticulum network** (#8, p = 0.018) *Bax, Cyp2e1, Fdft1, Gjb1, Oprs1, Pemt, Psen1, Sqle*
06919**: activation of caspase activity** (#4, p = 0.027) *Cycs, F3,* *Eif2ak3, Hsp60*	44431: **Golgi apparatus part** (#10, p = 0.035) *Cspg5, Cyp2e1, Loc192276, LOC246768, Pcsk7, Siat1, Siat8b, Snap25, Sod3, Vamp2*
05509: **calcium ion binding** (#15, p = 0.037) *Cdh8, Chga, Grp94, Itpr1,* *LOC84587, Lre3, P5, Plcb1, Plcd1, Pthlh, Pva, Ret, Tpt1, Trrp1, Vldlr*	48667: **cell morphogenesis involved in neuron differentiation** (#9, p = 0.041) *Cdk5r, Cnp1, Cspg5, Ephb1, Fez1, Ncaml1, Snap25, Spr, Unc5h2*
10468**: regulation of gene expression** (#24, p = 0.038) *Akt2, Cdc5l, Cited2,* *Csda, Dbp, Eif2ak3, Eif4g2, Frap1, Gtf2a2, Hivep1, Hivep2, Hsf1, Hsp60, Litaf,* *LOC81816, Mapk8ip, Nr1d2, Pax6, Pou3f3, Pthlh, Rb1, Rbl2, Roaz, Znf146*	
19222: **regulation of metabolic process** (#36, p = 0.045) *Akt2, Arg2, Atpi,* *Cd24, Cdc5l, Cited2, Csda, Dbp, Eif2ak3, Eif4g2, Epac, Fkbp1a, Frap1, Grm1, Gtf2a2,* *Hivep1, Hivep2, Hsf1, Hsp60, Litaf, LOC81816, Mapk8ip, Nr1d2, Pax6, Pdgfra, Plcd1,* *Pou3f3, Ppp1cb, Psma7, Psmd4, Pthlh, Rb1, Rbl2, Roaz, Vldlr, Znf146*	
34645**: cellular macromolecule biosynthetic process** (#22, p = 0.05)*Cdc5l, Csda, Dbp, Eif2ak3, Eif5, Gtf2a2, Gyg, Hivep2, Litaf, Nr1d2, Pax6, Rb1, Rbl2, Roaz,* *Rpl14, Rpl17, Rpl21, Rpl32, Rps15a, Slipr, Ssbp1, Znf146*	

Genes with sustained or transient expression patterns (Fig. 2A, B) were separated by direction and analyzed by functional grouping overrepresentation analysis (Methods). Representative categories for each pattern and direction are listed with Gene Ontology ID and description. The number of significant genes (**#**) and DAVID modified Fisher exact score p-value are given in parentheses, followed by alphabetical listing of gene symbols within each pathway.

### Contrasting Sleep Deprivation and Stress Effects

The SD protocol used here has been shown to elicit a stress response [27]. To help define sleep vs. stress-related changes, we performed a third experiment in which subjects were exposed to novel environment stress (NES) for 24 or 72 hours. This study was done in parallel with, and shares the same home cage (HC) controls as, cohort 1 of the SD study. 

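NES animals spent 24 or 72 hours in the same chambers as SD animals with a rubberized grid over the platforms, so that they could sleep. CA1 RNA of 10 24NES and 6 72NES animals, all of cohort 1, was hybridized to 1 array each, and the 5 HC arrays of cohort 1 serve both NES and SD. NES animals, unlike HC and SD animals of cohort 1, are not named among those trained on active avoidance. The median signal of an array had a median of 455.65 (range 440.1 to 484.9) in 24NES and 469.9 (400.5 to 475.5) in 72NES. Array 58 of 24NES had a median correlation of 0.890 with the other arrays, where the other arrays of its group had 0.958 or more. Array 71 of 72NES had a hexokinase 3′ to 5′ ratio of 6.60, where the other arrays of its group had 2.01 to 2.56, and the lowest median signal. Signals were treated as for SD, and limma's F-test compared 24NES and 72NES with HC over 21 arrays and the 2697 genes. At an adjusted p under 0.05, 0 genes passed in limma, and 306 (11.3%) passed the paper's threshold, 153 higher and 153 lower (0 and 301 without array 71). Dgka, a diacylglycerol kinase, was 0.55 ± 0.11 at 24 hours and 0.42 ± 0.12 at 72 hours, and Unc5a, a netrin receptor, was -0.85 ± 0.19 at 24 hours and -0.63 ± 0.21 at 72 hours (adjusted p = 0.108 and 0.158). For 24NES against HC alone, a comparison chosen after the values were seen, 12 genes passed, of which 11 rose: Ptgs2, the inducible cyclooxygenase, rose by 0.92 ± 0.19 and Nptx1, a pentraxin of excitatory synapses, by 0.76 ± 0.14 (both adjusted p = 0.0431), each in 10 of 10 arrays. Leaving out any of the 5 HC arrays left 0 of the 12, the count was 0 without the signal filter and 2 after median centring, and without array 58 or array 71 it was 15; for 72NES 0 genes passed (161 at the paper's threshold). The ANOVA of the methods with its removal of values gave 10 genes in NES at an adjusted p under 0.05.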

The microarray analysis process was highly similar to that used for SD analysis (not shown). Significant results (405 genes, p≤0.05, FDR  = 0.18, 1-way ANOVA) were contrasted with results from the SD analysis (Fig. 4A). The number of genes commonly regulated by the two experimental conditions was highly unlikely to have occurred by chance.

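At the paper's threshold, 73 genes passed in both SD and NES, against 37.9 expected by chance (binomial test, one-sided, p = 2.16e-07). They include Per2, Wfdc1, Tac3 and Rbp4, which were higher in both, and Mmp14, which was lower in both. Kcnj10 had a mean change of -0.52 in SD and -1.50 in NES, Nktr, a cyclophilin of lymphocytes, of 0.36 and 0.59, and Unc5a of -0.37 and -0.74. In SD of cohort 1, which shares its HC arrays with NES, 111 genes passed in both against 32.1 by chance. That chance number takes the comparisons as independent, which shared HC arrays make untrue, and no overlap of randomly drawn groups was counted for cohort 1 alone. The covariance of the mean changes was 0.0243 there. Randomly drawn groups with the same sharing gave a mean of 0.0160, with 0.0277 at the upper end of their middle range. In SD of cohort 2, whose HC arrays are separate, 22 did against 23.4 by chance (binomial test, one-sided, p = 0.640). Groups drawn at random within cohort, with HC of cohort 1 shared in the same way, gave a mean of 11.9 shared genes, against 6.59 expected by chance from their smaller numbers of genes, and at most 67 in 100 draws, so shared HC arrays by themselves raise the overlap over chance. Without HC replicate 2 of cohort 1 the overlap was 42 genes, and it was 157 with the ANOVA of the methods and its removal of values, 112 with every probe set, and 88, 108 and 82 without 24SD array 30, 24NES array 58 and 72NES array 71.

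**Figure D3:**
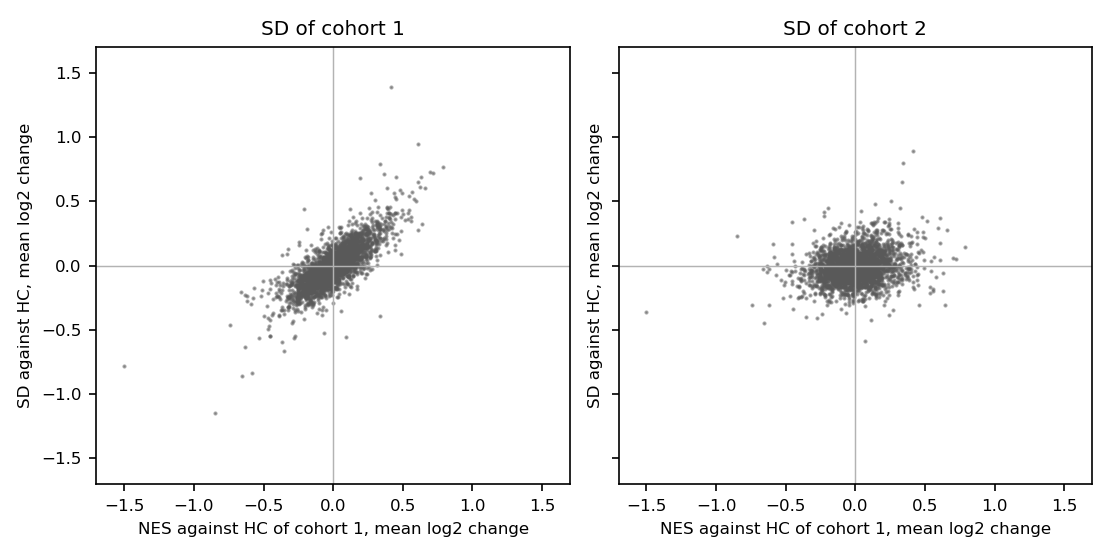
Mean log2 change of each of the 2697 genes in NES against HC of cohort 1 (horizontal axis) and in SD against HC of the same cohort (vertical axis), with SD of cohort 1 at left and of cohort 2 at right; each dot is 1 gene. Across genes, which are not independent replicates, the correlation is 0.790 with cohort 1 and 0.204 with cohort 2. Groups drawn at random within cohort, with HC of cohort 1 shared in the same way, gave a mean of 0.748 with cohort 1. The upper end of their middle range was 0.874 with cohort 1 and 0.212 with cohort 2, so neither correlation by itself shows a shared response.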

**Figure 4:**
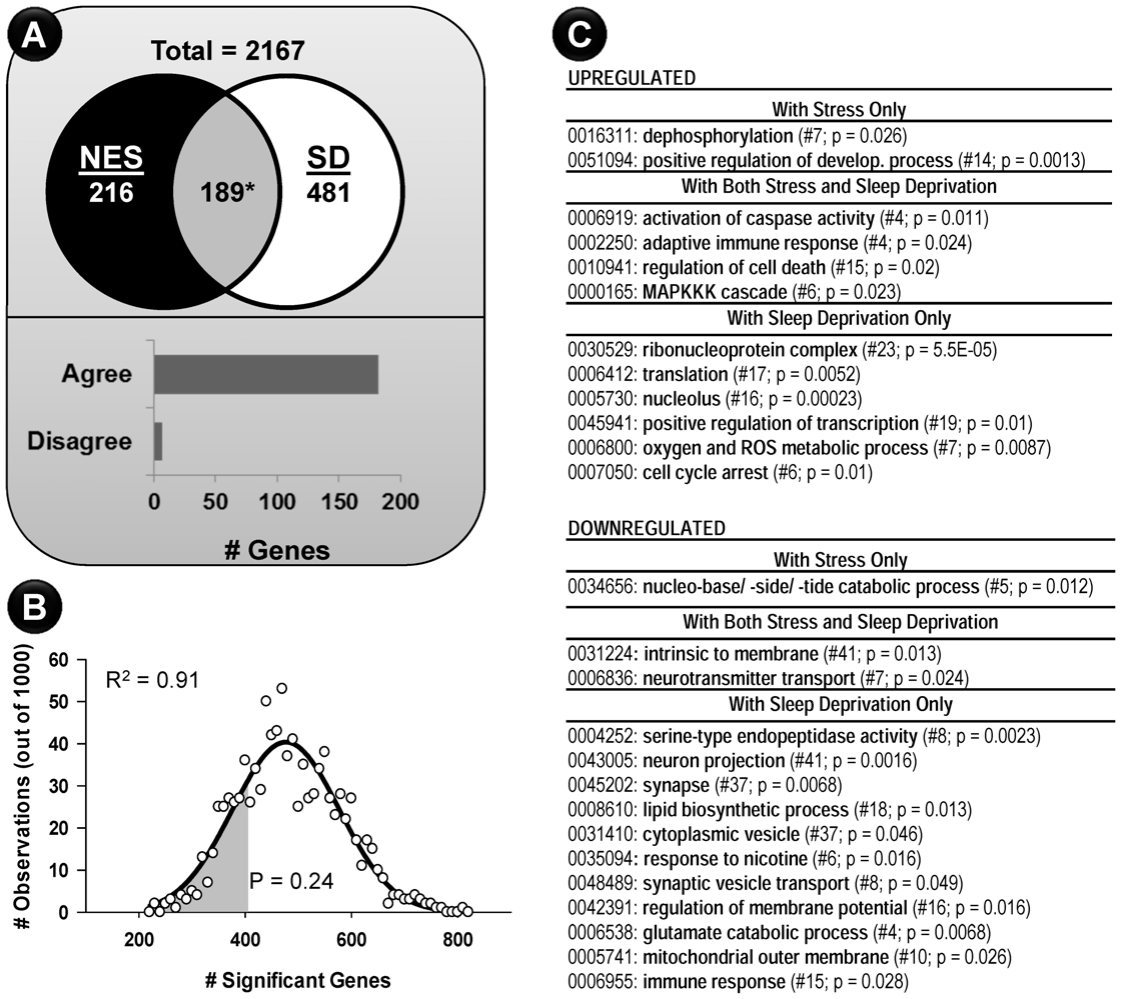
Novel environment stress (NES) elicited a transcriptional response highly similar to that seen with SD. A separate cohort of animals exposed to NES were subjected to hippocampal microarray analysis. Of the 2167 filtered genes, 405 were identified as significant in the stress study (p≤0.05; 1-way ANOVA; FDR  = 0.18). **A.** Venn diagram comparing stress (black circle) and SD (SD- white circle) array results reveals a highly significant overlap of 189 genes significant in both studies (* p  = 1.55×10^−8^; binomial test). Directional analysis revealed that 96% (182/189; 81 upregulated; 101 downregulated) of these overlapping genes agreed in direction of change. **B.** NES was powered by 21 microarrays, while SD was powered by 53. Because of this discrepancy, the greater number of genes found in SD could reflect increased discovery power, rather than a stronger effect of SD. To test this, we iteratively selected subsets of 21 arrays from the 53 used in the SD study and tested for significance. This was repeated 1000 times and in each iteration, the number of genes significant (p≤0.05, 1-way ANOVA) were counted. The results from all 1000 iterations are plotted as a frequency histogram (open circles). This was well-fit by a Gaussian function (heavy black line, p<0.0001, R^2^ = 0.91) with a peak of 476.4- meaning that, on average if only 21 chips had been used in the SD study, we would predict that 476 genes would be found significant. Using the fit function, and the observation that 405 genes were found in the NES study, we fail to support the hypothesis that SD finds more genes than NES (p  = 0.24; integrated area under the curve- gray). **C.** Gene Ontology Analysis for genes in each region/direction of change within the Venn diagram.

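All 73 genes that passed the paper's threshold in both comparisons changed in the same direction, 37 higher and 36 lower, where chance gives 7.66 and 11.3. After median centring they were 46 higher and 22 lower. Cebpb had a mean change of 0.25 in SD and 0.39 in NES, Dusp6, a phosphatase of ERK kinases, of 0.19 and 0.35, and Srebf1, a transcription factor of lipid synthesis, of -0.22 and -0.39. Of the 22 genes shared by NES and SD of cohort 2, 19 had the same direction. With randomly drawn groups that share HC as here, a mean of 91.8% of the shared genes had the same direction. When the 5 shared HC arrays were split between SD and NES in all 20 ways, a mean of 28.8 genes were shared against 21.8 by chance, and 83.2% of them had the same direction.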

NES elicited a smaller transcriptional response than SD. However, the NES analysis had fewer arrays (N  = 21) than SD (N  = 53), likely resulting in reduced statistical discovery power. To determine whether this difference in N could explain the reduction in number of significant genes, we performed a resampling analysis in which the SD study was artificially restricted to only 21 observations. Among the 53 SD chips, a subset of 21 was tested, and the number of significant genes (1-way ANOVA; p≤0.05) noted. This process was repeated 1000 times with different randomly selected subsets of 21 chips, generating 1000 estimates of the number of significant genes expected if the SD study had only 21 chips. These estimates were plotted as a frequency histogram (Fig. 4B) and were well fit by a Gaussian distribution. The peak of this distribution (∼476) represents the average number of significant genes we predict would be significant if N  = 21 in the SD study. Superimposing the number of genes actually found significant in the NES study (405 genes- gray area, Fig. 4B) revealed that the ‘transcriptional magnitude of effect’, between NES and SD was not significantly different. That is, although 405 NES genes (observed) is less than 476 (predicted) SD genes, it is not significantly less. Therefore, the high degree of overlap among genes changed in NES and SD, the agreement in direction of that change, and, when compensating for statistical power differences, the relative similarity in the transcriptional strength of these experimental manipulations all suggest that the functional processes associated with SD and NES should be highly similar.

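NES gave 306 genes at the paper's threshold in limma from 21 arrays, and 100 random subsets of 21 SD arrays gave a mean of 197 (lowest 78, highest 417), of which 93 gave no more than NES. With the 1-way ANOVA of the methods and its removal of values, NES gave 452 and the subsets a mean of 280 (SD 87.7), of which 96 gave no more than NES. By the same ANOVA without the removal, the numbers were 332 and a mean of 211. SD of cohort 1 alone, which has 21 arrays and the same HC arrays as NES, gave 283 in limma, and 370 and 288 by the ANOVA with and without the removal, counts by ANOVA that were added after the others were seen. Tested directly at matched durations in cohort 1, SD and NES differed in Sult1a1 alone at an adjusted p under 0.05: it was higher in SD by 0.63 ± 0.11 at 24 hours and 0.29 ± 0.13 at 72 hours (adjusted p = 0.00569), and 188 genes passed the paper's threshold, 91 of them higher in SD; without 72NES array 71, Sult1a1 and Hsd11b1 passed. Apoc1, an apolipoprotein, was higher in SD than NES by 0.22 ± 0.066 and 0.29 ± 0.075 (adjusted p = 0.0888, and 0.0393 after quantile normalization). Next were Hsd11b1, Crhbp, the binding protein of corticotropin-releasing hormone, Gyg1, the primer of glycogen, and Eif2ak2, the kinase activated by double-stranded RNA, each with an adjusted p of 0.160. At 24 and 72 hours, Hsd11b1 differed by 0.33 ± 0.079 and 0.17 ± 0.090, Crhbp by 0.18 ± 0.10 and 0.47 ± 0.11, Gyg1 by 0.20 ± 0.11 and 0.50 ± 0.12, and Eif2ak2 by -0.51 ± 0.12 and -0.085 ± 0.13. Atp5f1d, a subunit of ATP synthase, Tgfb3, Slfn5 and Mmp14 differed with an adjusted p of 0.194, in this order by 0.36 ± 0.089, 0.26 ± 0.14, -0.29 ± 0.11 and -0.036 ± 0.11 at 24 hours and by 0.12 ± 0.10, 0.58 ± 0.16, -0.43 ± 0.13 and -0.51 ± 0.12 at 72 hours. From the overlap, the direction and this strength of effect, the paper proposes that the functional processes associated with SD and NES should be highly similar.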

To test this, each region of the Venn diagram (Fig. 4A) was separated by direction of change and analyzed by functional overrepresentation. We tested the prediction that the two treatments (SD and NES) would show relatively similar functional grouping results and that, if anything, SD would show a more refined dissection of functional groups identified in both SD and NES due to their similarity at the overlap level. Surprisingly, only the upregulated immune and apoptosis pathways supported this hypothesis. 

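Immune and complement genes did not pass as a group in SD (9 of 21 higher, median -0.024, adjusted p = 0.895) or in NES (6 higher, median -0.081, adjusted p = 0.462), and the SD median is above 0 after median centring. Il6r was the member that passed in SD; Ifitm3, an antiviral membrane protein, was -0.26 ± 0.079, Tap2, a peptide transporter for antigen presentation, -0.24 ± 0.071 and Cd14, a receptor for lipopolysaccharide, -0.24 ± 0.091 at 24SD, and adjusted over the list alone 1 was higher and 2 lower. Ribosomal proteins were higher in SD than in NES at matched durations in 26 of 35 (median 0.033; camera, adjusted p = 0.0221; adjusted p = 0.580 with an estimated correlation), none of them adjusted over the list alone; Rpl18 differed by 0.31 ± 0.10 at 24 hours. In NES they were higher in 12 of 35 (adjusted p = 0.613). Translation initiation and elongation factors differed between SD and NES with an adjusted p of 0.477; Eif4ebp1, a repressor of cap-dependent translation, was -0.19 ± 0.077 in 24SD. The presynaptic release machinery fell in NES too, with 31 of 38 lower and 0 adjusted over the list alone (median -0.17; adjusted p = 0.000566; 0.2505 as adjusted p with an estimated correlation). Cplx2 was -0.30 ± 0.18 at 24 hours and -0.63 ± 0.20 at 72 hours in NES and Vamp2, a SNARE of synaptic vesicles, -0.35 ± 0.13 at 24 hours. The test of SD against NES on this list gave an adjusted p of 0.472, and on immune genes 0.851. The genes induced by glucocorticoids and the astrocyte markers, with 8 of 11 and 12 of 18 higher in SD than NES, also passed at an adjusted p of 0.0221 (0.419 and 0.575 as adjusted p with an estimated correlation; 2 and 0 members adjusted over the list alone); after quantile normalization no list passed, and in NES 2 lists passed without HC replicate 1, 2 or 4 in place of 4 with all arrays. Gpd1 was higher in SD than NES by a mean of 0.97 ± 0.24, Aldoc, an aldolase of astrocytes, by 0.16 ± 0.056, and dentate granule cell markers were higher in 4 of 4 in NES (median 0.25, adjusted p = 0.0664).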

SD showed significant and opposite influences on a separate cohort of immune-related genes, and exclusive upregulation of machinery involved in mRNA translation to protein, and downregulation of neuronal components (illustrated in Fig. 4C).

### Comparison to other SD Studies

The overlap analysis approach used for the following comparisons has a strong tendency to increase confidence in true positive findings at the expense of false negatives [40]. It is also important to note that differences across laboratories, SD techniques, brain regions studied and species used likely account for disagreements among studies. Thus, genes identified in multiple studies should represent robust SD responses that are less likely to be species and/or brain region-dependent.

Complete microarray datasets are available for two mouse brain studies of sleep deprivation: GSE 6514 [53]; GSE 23628 [54]. Downloaded and compared to our data set, 495 total genes were present in all three studies. Significant genes: our study  = 169, Mackiewicz  = 148, and Thompson  = 63. By chance, 1 gene should be found significantly changed in the same direction by all three studies, while 4 were observed to change (p  = 0.024, binomial test). Downregulated in all three studies: Cirbp (cold-inducible binding protein), S100a1 (S100 calcium binding protein A1) and Ednrb (endothelin receptor type 1). 

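In NES, Cirbp, the cold-inducible RNA binding protein, was -0.17 ± 0.13 at 24 hours and -0.39 ± 0.14 at 72 hours against HC (p = 0.0324, adjusted p = 0.401), lower than the HC mean in 13 of 16 arrays. Ednrb, an endothelin receptor, was -0.38 ± 0.18 at 24 hours and -0.55 ± 0.20 at 72 hours (p = 0.0318, adjusted p = 0.504), lower in 15 of 16. S100a1, a calcium binding protein, was -0.14 ± 0.12 at 24 hours and 0.077 ± 0.14 at 72 hours by its brightest probe set (adjusted p = 0.552) and -0.31 ± 0.12 at 24 hours and 0.026 ± 0.14 at 72 hours by the probe set of Table S1 (p = 0.0121, adjusted p = 0.414), lower in 11 of 16 by either. In SD, Ednrb fell by 0.44 ± 0.087 at 24 hours and 0.42 ± 0.082 at 72 hours (adjusted p = 0.00938), a call that held in neither cohort alone. Cirbp in SD was -0.19 ± 0.14 at 24 hours and -0.26 ± 0.13 at 72 hours (adjusted p = 0.539) and passed in cohort 1 alone, with a mean of -0.56 (adjusted p = 0.0207). S100a1 in SD was -0.092 ± 0.053 at 24 hours and -0.019 ± 0.050 at 72 hours by the brightest and -0.049 ± 0.053 at 24 hours and -0.079 ± 0.050 at 72 hours by the other probe set (adjusted p = 0.598 and 0.741). Ednrb and the second S100a1 probe set lie under the signal filter and were fitted over every probe set other than controls.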

Interestingly, the three downregulated genes were also robustly downregulated in our NES group.

Three studies examined SD-related transcriptional changes in rat hippocampus [50], rat cerebral cortex [55], or mouse forebrain [56]. However, lists of selected significant genes, rather than complete data sets, are available for these studies. Thus, we restricted reports to genes found within our filtered data set, and used a statistical approach similar to that employed in DAVID analysis (679/2167 = 35% of our data set significant; selected genes then, 17.5% chance of significance and directional agreement across studies). Conti et al report 15 significant genes, 7 of which were significant and changed in the same direction in our study. Mongrain et al report 141 significant results (exclusively among control vs. sleep deprived intact animals). Fifty of these are significant and agree in direction in the present work. Cirelli et al report 28 genes, 12 of which were significant in our study. All of these comparisons were significant (p≤0.05; binomial test) and Table 1 is annotated with these findings. Interestingly, Homer1 was significantly upregulated in all five prior microarray sleep deprivation studies, as well as in our own study, and was not significantly influenced by NES.

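Homer1, a scaffold of the postsynaptic density, is measured by more than 1 probe set. The probe set of Table S1 was 0.094 ± 0.12 at 24SD and 0.33 ± 0.11 at 72SD against HC, past the paper's threshold (p = 0.00856; adjusted p = 0.324 over every probe set other than controls). In NES it was 0.10 ± 0.17 at 24 hours and 0.062 ± 0.19 at 72 hours (adjusted p = 0.958). Its difference between SD and NES at matched duration was -0.020 ± 0.14 at 24 hours and 0.17 ± 0.16 at 72 hours (adjusted p = 0.929). The brightest probe set, which entered the 2697 genes, had an adjusted p of 0.993 in SD and was 0.075 ± 0.094 at 24 hours and 0.012 ± 0.10 at 72 hours in NES (adjusted p = 0.870); its mean SD change is of either sign depending on the cohort.

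**Figure D4:**
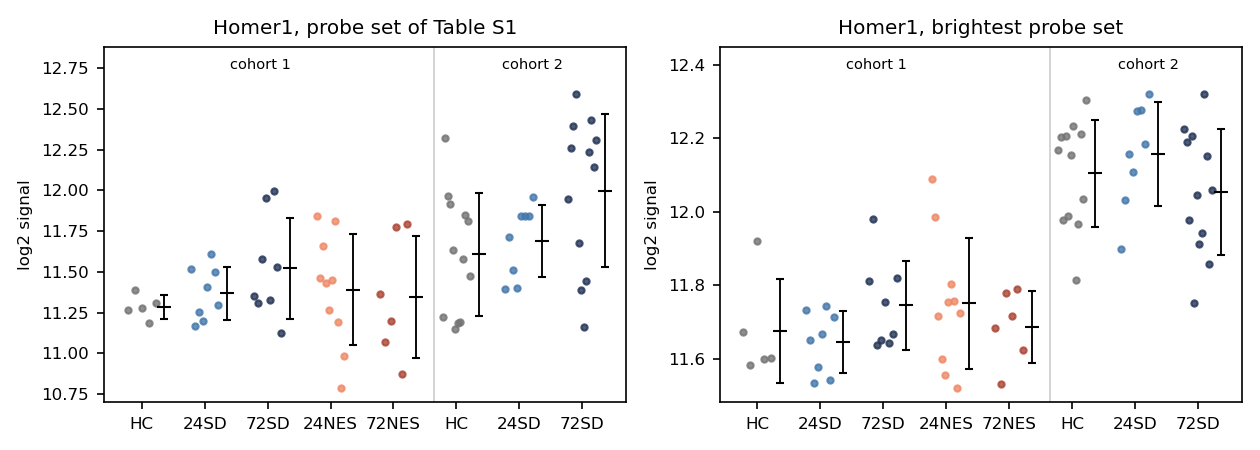
Log2 signal of Homer1 (vertical axis) in each animal by group (horizontal axis) for the probe set of Table S1 and the brightest probe set, with cohort 1 at left and cohort 2 at right, 1 dot per animal, and black bars for the mean ± SD. For the probe set of Table S1 the means of cohort 2 were 11.61 in HC, 11.69 in 24SD and 12.00 in 72SD.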

### Comparison to Hippocampal Aging

We tested the prediction that SD would cause an aging-like shift in hippocampal gene expression by assembling a composite set of aging genes in rat hippocampus based on three studies [31], [32], [33]. The simplified ‘aging union’ results (up- or downregulated in at least one of the prior aging studies- see Methods) are annotated in Table S1. 617 genes changed with aging and 670 changed with SD. Functional overrepresentation analysis (see Methods) was possible (Fig. 5C) for genes uniquely regulated by SD (456 genes) or Aging (403 genes). Aging showed a selective upregulation of pathways related to transcription, lipid metabolism, and Ca^2+^ signaling. Further, downregulated categories were almost exclusively related to neuronal function. Interestingly, sleep deprivation appeared to also downregulate a strong, but different, cohort of neuronal genes (Fig. 5C lower right), suggesting that SD and aging may have additive influences on brain function. Upregulated exclusive SD genes included processes related to protein handling and degradation, as well as well-characterized upregulation of stress hormone stimulus pathways.

**Figure 5:**
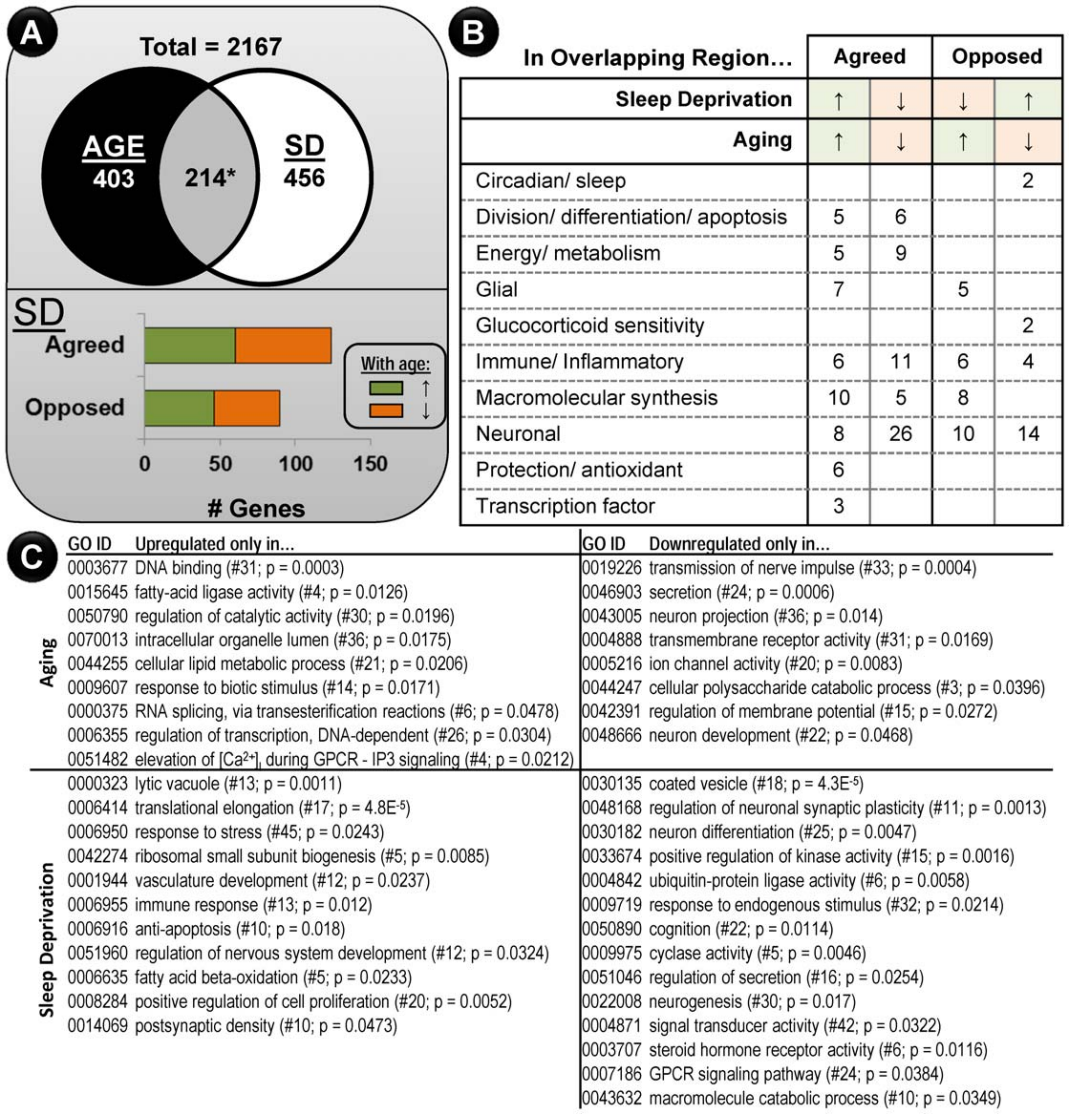
SD and aging influence a similar set of genes. A. Unlike NES (Fig. 4), the significant overlap between aging and SD (* p  = 0.028, binomial test) contained many genes whose change with age was opposite to that in SD. **B.** 158/214 genes in the overlap were manually assigned to one of 10 heuristic categories. Because of this approach, no statistical overrepresentation p-values are possible. The number of genes from within each quadrant of the overlap (agreed with SD, aging up, aging down; disagreed in SD- aging up, aging down) are shown. Genes in each category are listed in Results. **C.** Functional categorization genes regulated exclusively by Aging (upper) or Sleep Deprivation (lower) are separated based on direction of change (Left: Upregulated; Right: Downregulated).

A significant subset (214 genes, p  = 0.028, binomial test; Fig. 5A) are changed by both SD and aging. Therefore, as with the comparison between SD and NES (Fig. 4), aging and SD appear to exert influence over a common set of genes. However, unlike the very strong tendency for SD and NES gene expression to agree in direction (Fig. 4A), this could not be said of aging and SD (Fig. 5A, lower), where significant genes were split- 128/214 agreed in direction. 

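Of the 214 genes that Table S1 marks as changed in both aging and SD, 123 had the same direction in limma's SD changes as in aging. At the paper's threshold 116 passed in SD: of those higher in aging, 32 were higher and 26 lower in SD, and of those lower in aging, 24 were higher and 34 lower. Per2, marked as lower in aging, rose in SD by a mean of 0.46, while Syngr1, a synaptic vesicle protein, was -0.18 ± 0.072 at 24 hours and -0.14 ± 0.067 at 72 hours (adjusted p = 0.348). Grm4, a metabotropic glutamate receptor, was 0.38 ± 0.16 at 24 hours and 0.33 ± 0.15 at 72 hours in SD (adjusted p = 0.391). The aging directions are those the paper took from other studies, and the list was chosen on these SD samples, so its counts are not independent evidence. From the number of genes in common the paper proposes that aging and SD act on a common set of genes, and it states that the directions were split.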

We partitioned the overlapping 214 genes into four quadrants based on direction of change in aging and SD. Because the resulting profiles were too small for reliable DAVID functional grouping statistical analysis, genes were manually categorized (Fig. 5B- and see below). Immune/inflammatory, neuronal, and macromolecular synthesis categories showed the largest effects. Division/differentiation/apoptosis, energy metabolism, protection/antioxidant, and transcription factor changes appeared similar in aging and SD. 

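Among the genes the paper lists as higher in both aging and SD, 4 of 5 in division, differentiation and apoptosis, 5 of 5 in energy metabolism, 6 of 6 in protection and 3 of 3 transcription factors were higher in SD, with 2, 2, 3 and 2 of them at the paper's threshold. Among those listed as lower in both, 6 of 6 in division and 9 of 9 in energy metabolism were lower in SD, with 4 in each at that threshold. The median change was 0.065 for the first group of division genes, 0.097 for energy metabolism, 0.15 for protection and 0.23 for transcription factors. For genes lower in both it was -0.15 in division and -0.12 in energy metabolism. Auh, a hydratase of leucine breakdown, was -0.15 ± 0.042 at 24 hours and -0.14 ± 0.039 at 72 hours in SD (adjusted p = 0.0885). These groups were assigned by the authors among genes chosen on the same arrays, so they are not independent evidence of direction.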

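Of the glial genes the paper lists as higher in aging and SD, 7 of 7 were higher in SD, 4 at the paper's threshold (median 0.16). Of those listed as higher in aging and lower in SD, 4 of 5 were measured here and all 4 were lower in SD, 2 at that threshold (median -0.11). Both groups were chosen on these arrays, and their direction is not independent evidence. In a list of astrocyte markers, 7 of 18 were higher and 11 lower in SD, none at the paper's threshold (median -0.026, of the other sign after median centring; adjusted p = 0.895). Of 16 oligodendrocyte and myelin markers, 10 were lower (with a median of the other sign after median centring; adjusted p = 0.512; 1 higher and 3 lower adjusted over the list alone). Klk6, a protease of oligodendrocytes, was -0.25 ± 0.071, Pllp, plasmolipin of myelin, -0.23 ± 0.076, Gjb1, connexin 32, -0.24 ± 0.076 and Pmp22, peripheral myelin protein 22, 0.21 ± 0.064 at 24SD. For 6 microglial markers the test gave an adjusted p of 0.757, with 3 higher and 3 lower, and a median whose sign also depends on the centring.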

Glial changes were upregulated in aging, and a subset of those upregulated changes moved in the opposite direction with SD. Finally, glucocorticoid sensitivity and circadian/sleep were both downregulated with age and upregulated by SD. 

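Crhbp was 0.24 ± 0.098 at 24 hours and 0.31 ± 0.092 at 72 hours in SD (adjusted p = 0.175), higher than the HC mean in 30 of 36 SD arrays. Fkbp4, a cochaperone of the glucocorticoid receptor, changed little at 24 hours (-0.0067 ± 0.062) and was 0.11 ± 0.058 at 72 hours (adjusted p = 0.454). In NES, Crhbp was 0.20 ± 0.11 at 24 hours and 0.035 ± 0.12 at 72 hours (adjusted p = 0.519) and Fkbp4 0.059 ± 0.13 at 24 hours and 0.18 ± 0.14 at 72 hours (adjusted p = 0.755). Both circadian and sleep genes in this group, Per2 and Homer1 by the probe set of Table S1, were higher in SD and passed the paper's threshold (median 0.34), and Per2 passed the adjusted test; the study chose this group on these arrays.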

Individual genes listed in each condition or category, along with notes regarding putative function, are included below.

#### 1) Upregulated in both aging and SD (60 genes)

Division/differentiation/apoptosis: *Ap1b1, Cd24, Cdc5l, Msh2, Vcp*

Energy/metabolism: *Aldoc, Ech1, Gatm, Sds, Slc2a1*

Glial: *Adk, Cryab, Ocln, Mt1a, Oplah, Pmp22* (although exclusively expressed in peripheral nervous system, mRNA is detected in CNS, see Allen Brain Atlas- [57]), *Slc1a3*

Immune/inflammatory: C1qb, Cyp4f4, Fn1*, Hmgb2, Ndrg2, Ptgs1* (* inflammatory)

Macromolecular synthesis: Csda*, Eif4ebp1*, Eif5, Rpl10, Rpl21, Rpl23, Rps15, Rps21, Rps5, Rps7 (* suppresses synthesis)

Neuronal: *Adra1d, Fxyd1, Gng5, Grip2, Ptpn1, Ralgds, Slc1a3, Sult1a1*

Protection/antioxidant: Cited2, Gpx1, Prdx6, Sepp1, Sod3, *Xdh (*pro-oxidation)

Transcription factor: *Dbp, Neurod1, Nfia*

#### 2) Downregulated in both aging and SD (64 genes)

Division/differentiation/apoptosis: *Egr1, Igf2, Lxn, Met, Ngfrap1, Sc65*

Energy/metabolism: *Acat1, Atp9a, Amacr, Atp1a3, Dnm1l, Fez1, Got2, Ivd, Tst*

Immune/inflammatory: *Add1, Ap3m2, Csrp2, Cx3cl1, Dcn, Dpp3, Ide, Lamc1, Lrpap1, Muc1, Tubb5 (primarily fibril formation and inflammation-related genes)*

Macromolecular synthesis: Cyp51, Faah, Fapb3, Hmgcr*, Sqle* (* rate-limiting enzymes in the sterol biosynthesis pathway)

Neuronal: *Accn1, Adcy5, Agrn, Ap2b1, App, Calb1, Calb2, Capns1, Crmp1, Fez1, Gabbr1, Gda, Htr2c, Kcns3, Nnat, Pctk1, Pkia, Por, Ppp2r2c, Prkar1a, Ptpra, Ptprn2, Rab12, Slc1a1, Snca, Syt4*

#### 3) Upregulated in aging and downregulated by SD (46 genes)

Glial: *Fgfr2, Gfap, Gjb1, Rab13, Tip2*

Immune/inflammatory: Dbnl, Grn*, Lamp1*, Litaf*, Plat*, Psme1 (* inflammatory)

Macromolecular synthesis: *Gpam, Insig1, Magat1, Pgr, Phgdh, Ppap2c, Rpl29, Srebf1*

Neuronal: *Akr7a2, Bin1, Cpd, Cplx2, Klk6, Nln, Pgr, Pla2g2c, Syngr1, Vamp1*

#### 4) Downregulated in aging and upregulated by SD (44 genes)

Neuronal: *Apbb3, Begain, Calr, Celsr3, Cgref1, Chga, Hspa4, Ifrd1, Marcks, Mark3, Npy, Rgs14, Tac1, Vgf* (Note: *Tac1, Ifrd1,* and *Npy* may also be related to immune or inflammatory signaling)

Immune/inflammatory: *Arg2, Col11a1, Serpinh1, Tpm1* (generally opposes other inflammatory signals)

Glucocorticoid sensitivity: *Chrbp1, Fkbp4* (expression opposes glucocorticoid action)

Circadian/sleep: *Homer1, Per2*

## Discussion

We used a modified ‘flower pot’ method to provide sustained Sleep Deprivation (SD) [28], [58] and included a novel environment stress (NES) control in order to separate the effects of SD from those of NES on hippocampal gene expression. Transcriptional profiling of the hippocampal CA1 brain region was selected because the hippocampus is well-understood to be negatively affected by SD, aging, and stress. We also tested whether SD would elicit aging-like changes in the transcriptional profile. Significant overlapping gene expression profiles were observed for SD and stress, but much less so for SD and aging. Our studies of the transcriptional effects of SD also identified candidate druggable targets for the development of new sleep countermeasures. In addition to supporting a role for certain genes in sleep modulation (e.g., Homer1), our studies identified some novel pathways as potential targets for intervention in SD, most notably those involved in synaptic function.

**SD has stress-like components.** In agreement with prior studies, body weight loss and corticosterone elevation (Fig. 1A,C) suggest that animals perceived the SD environment as a stressor [59]. Animals exposed to novel environment stress (NES) had a strong directional agreement with SD (Fig. 4) for ∼1/3 of all significant SD genes. Based on that overlap, and on the relatively smaller effect of NES, we hypothesized that NES subjects experienced a similar but lower intensity combination of stress and sleep loss compared to SD subjects. To test this, we controlled for the lower statistical power of the NES study (Fig. 4B), and found that the transcriptional magnitude of effect was not significantly different in SD and NES. Therefore, it appears that the NES animals manifested a transcriptional response similar to that of SD. However, selective SD pathways not found in NES (energy metabolism, macromolecular synthesis, and neuronal function) support some of the most prominent mechanistic hypotheses of sleep function in brain tissue [20], [60]. Thus, SD appeared to exert a composite effect [30], [61] on the hippocampal transcriptome consistent with both stress and sleep’s hypothesized function(s). 

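Genes of oxidative phosphorylation rose as a group in SD, with 24 of 31 higher and 0 adjusted over the list alone (median 0.044; camera, adjusted p = 0.0166; adjusted p = 0.355 with an estimated correlation and 0.176 in fry). In cohort 1 alone, the cohort of NES, 16 of 31 were higher (median 0.0068, adjusted p = 0.727), and in cohort 2 alone 25 (median 0.068, adjusted p = 0.00508), so the call was not met in cohort 1. With an estimated correlation 0 lists passed in either cohort alone. In cohort 2 general neuronal markers were lower in 11 of 13 (adjusted p = 0.0230) and dentate granule cell markers higher in 3 of 4 (adjusted p = 0.221), so a change in the cells sampled is not excluded. Cox5b, a subunit of cytochrome oxidase, was 0.19 ± 0.067 and Ndufs4, a subunit of complex I, 0.21 ± 0.076 at 24SD. In NES, 13 of 31 were higher (adjusted p = 0.992), where the median is -0.039 and the mean and test are positive. The direct comparison of SD with NES on this list gave an adjusted p of 0.488, so a difference between them was not shown. Glycolysis and glucose transport genes were lower in 13 of 22 in SD and 16 in NES (adjusted p = 0.392 and 0.408; 0 adjusted over the list alone in either).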

Elegant work depriving certain sleep stages without enriching wake [62], or invoking SD and its concomitant stressors in the absence of stress-related hormone secretion [56] likely will help to elucidate the separate contributions of these phenomena.

### Protein Measures/Validation

We also tested the hypothesis that mRNA level changes identified by microarray translate to protein using a separate cohort of similarly sleep-deprived animals. Western blots for Adrb2, Agrin, Gria2, and Neurexin support this. Although Sgk1 and Slc1a1 failed to reach significance in the protein measures, they showed the same direction of change and it may be unreasonable to expect complete agreement using overlap comparisons. The overall finding of 4 genes agreeing, and two more agreeing in direction of change, particularly in a separate set of subjects measuring a different type of molecule, appears to constitute reasonable corroboration. Additionally, prior microarray SD studies in brain tissue [50], [54], [56], [60] also validate these findings (noted in Table S1; see [63] for discussion on limitations of this approach).

### Relationship to Aging

Prior studies have shown that sleep depriving young subjects can result in aging-like behavioral and metabolic changes [62]. Further, in humans and animal models, sleep loss appears to be a normal consequence of the aging process, and could be a proximate cause of age-related functional deficits [64]. We predicted that artificially restricting sleep in young animals would evoke an aging-like transcriptional profile. We constructed a unified aging profile based on three different rat hippocampal studies. At an initial level, our hypothesis was supported as we found a highly significant subset of genes influenced by both SD and aging (Fig. 5). Surprisingly, many genes significant in both SD and aging changed in opposite directions, suggesting a more complex relationship.

Overall, a significantly greater number of genes than expected by chance were regulated by both aging and sleep deprivation (Fig. 5). However, contrary to our hypothesis, genes within this ‘aging and SD transcriptional window’ were not generally moved in the same direction by the two phenomena. Although our prediction’s first component (i.e., that more genes than expected by chance would be influenced) was supported, the second component (that those overlapping genes would be similarly influenced by the two phenomena), was not. This suggests that age-related changes interact in a more complex manner with SD-related genes. A build-up of Homer1 expression with increasing sleep deprivation seen here has been reported in other work [50], [54], [55], [56], [65], [66], [67]. Conversely, multiple studies have shown a decrease in Homer1 expression, with aging [31], [32], [33], [68] suggesting that Homer1, and possibly other candidate sleep-pressure signaling systems, may serve as a lynch pin for discrepancies between young and aged sleep behavior and molecular profiles. Interestingly, with the exception of Homer 1 and Synaptogyrin 1, analysis focused on synapse-related gene expression (Fig. 6) points to aging’s similarity to SD’s influence (moves Add1, Agrin, App, Grip2, Slc1a1, Slc1a3, Synaptogagmin 4, GABA_B_, and the Adrenergic α1 receptor in the same direction as SD). 

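App, the amyloid precursor protein, was -0.026 ± 0.054 at 24 hours and 0.042 ± 0.051 at 72 hours in SD (adjusted p = 0.755), with a mean that is negative in cohort 1 alone and after quantile normalization. Add1, α-adducin of the membrane skeleton, was -0.0099 ± 0.060 at 24 hours and 0.015 ± 0.056 at 72 hours by its brightest probe set (adjusted p = 0.967), negative under the same settings, and -0.097 ± 0.062 at 24 hours and -0.0084 ± 0.058 at 72 hours by the probe set of Table S1. Grip2, which binds AMPA receptors, was 0.13 ± 0.057 at 24 hours and 0.12 ± 0.053 at 72 hours (adjusted p = 0.371) and Adra1d, the α1D adrenergic receptor, 0.14 ± 0.085 at 24 hours and 0.13 ± 0.080 at 72 hours (adjusted p = 0.590). Slc1a3, the glial glutamate transporter EAAT1, was 0.16 ± 0.072 at 24 hours and 0.19 ± 0.067 at 72 hours by the probe set of Table S1 (adjusted p = 0.390) and 0.036 ± 0.047 at 24 hours and 0.065 ± 0.044 at 72 hours by the brightest. Syt4, synaptotagmin 4, was -0.034 ± 0.050 at 24 hours and -0.11 ± 0.047 at 72 hours (adjusted p = 0.414), and Gabbr1, the GABA(B) receptor subunit, -0.11 ± 0.059 at 24 hours and -0.052 ± 0.055 at 72 hours by the probe set of Table S1 and -0.016 ± 0.069 at 24 hours and 0.0017 ± 0.065 at 72 hours by the brightest, positive in cohort 2 alone. None of these genes passed the adjusted test in limma; Grip2 and the Table S1 probe set of Slc1a3 passed the paper's threshold.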

Future studies examining the influence of stress, stress hormone, and their interaction with sleep and Homer1 expression with age may help to further clarify these issues.

Overlapping genes were categorized by direction of change in aging and SD, as well as by putative function (Fig. 5B). Processes that changed with aging and were apparently recapitulated with SD included cell differentiation/apoptosis, energy, antioxidant and transcription factor activity. Among genes that disagreed between aging and SD, two that influence sensitivity to glucocorticoid, Chrbp and Fkbp4 (also upregulated in a prior SD study- [56]), were upregulated in SD and downregulated with age in the present analysis. Changes in the expression of these candidate molecules may dampen glucocorticoid’s influence on immune/inflammatory and glial activity with age [25]. Intriguing parallels to work on other steroid hormones [69], suggest that, with age, the brain may shift its response to glucocorticoids. Whether such mechanisms may involve nuclear or non-nuclear receptor pathways [70] remains to be determined.

Two sleep-related genes, Per2 and Homer1, were suppressed with age but upregulated with SD. Per2 is a circadian clock gene upregulated in prior SD studies [56] as well as in our NES treatment group, suggesting it may not be a purely SD-related finding. 

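In NES, Per2 was 0.75 ± 0.18 at 24 hours and 0.47 ± 0.19 at 72 hours against HC (adjusted p = 0.182 over both durations and 0.0637 at 24 hours), higher than the HC mean in 15 of 16 NES arrays. The difference between SD and NES in Per2 was -0.15 ± 0.14 at 24 hours and 0.23 ± 0.16 at 72 hours (adjusted p = 0.835). Of 8 clock genes, 4 were higher and 4 lower in SD (median 0.066; camera, adjusted p = 0.0229; adjusted p = 0.217 with an estimated correlation), with 2 higher adjusted over the list alone, Per2 and Nr1d2. In cohort 1 alone 2 of 8 were higher (median -0.020, adjusted p = 0.532) and in cohort 2 alone 5 (median 0.12, adjusted p = 0.0230; 0.226 with an estimated correlation). In NES the list had an adjusted p of 0.444.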

Homer1 was among the few genes that showed a linear increase with extended SD and was not influenced by NES. 

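For the probe set of Homer1 in Table S1, the difference between 72SD and 24SD was 0.24 ± 0.11. Its mean log2 signal in cohort 1 was 11.29 ± 0.07 (SD, n = 5) in HC, 11.37 in 24SD and 11.52 ± 0.31 (SD, n = 8) in 72SD. In 24NES and 72NES it was 11.39 and 11.35. The correlation with the templates assigned this probe set to the linear pattern in SD, with an increase.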

Further, multiple SD studies have also reported Homer1 upregulation with SD [50], [54], [55], [56], [66]. Homer1 may play an important role in sleep pressure signaling [65], [66], [67], [71]. Because the brain exhibits less deep-sleep with age in both humans [64], [72] and animal models [73], [74], [75], [76], [77], [78], we speculate that Homer1’s consistent downregulation with aging [31], [32], [33] could constitute a broken molecular switch leading to a loss of deep sleep with age.

### Therapeutic Targets for Intervention in SD

Results point to a focused effect on mRNA associated with synaptic function. We constructed an idealized hippocampal glutamatergic synapse (Fig. 6), and superimposed SD profile results (the calcium-sensing protein S100A1 is included because it co-localizes with synapsin in brain tissue [79]). Gene products were identified using literature and ontology database searches: 46 were significantly altered by sleep deprivation- the majority downregulated. 

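Of the genes the paper draws as decreased at the presynaptic side of Fig. 6, 13 of 16 were measured here and 13 of 13 were lower in SD, 8 of them at the paper's threshold (median -0.14). Of its decreased postsynaptic genes, 7 of 8 were measured and all were lower, 3 at that threshold, and of its increased postsynaptic genes 6 of 8 were measured and all were higher, 4 at that threshold. Among the decreased, Syn2, synapsin II of synaptic vesicles, was -0.20 ± 0.082 at 24 hours and -0.23 ± 0.077 at 72 hours (adjusted p = 0.235) and Snap25, a SNARE of the presynaptic membrane, -0.24 ± 0.082 at 24 hours and -0.18 ± 0.077 at 72 hours (adjusted p = 0.240). Syngr2 was -0.18 ± 0.057, Vamp1 -0.23 ± 0.083, Syt3 -0.13 ± 0.060, Nsf -0.22 ± 0.10 and Cyth1 -0.14 ± 0.080 at 24SD, with adjusted p from 0.220 to 0.691. Grm7 was -0.17 ± 0.062, Ddah1 -0.12 ± 0.058, Slc1a2 -0.11 ± 0.054, Gria4 -0.084 ± 0.096 and Grik5 -0.033 ± 0.096; the mean of Gria4 was positive in cohort 1 alone and that of Grik5 in cohort 2 alone. Among the increased, Gria3 was 0.19 ± 0.090, Stx8 0.15 ± 0.068, Kcna1 0.064 ± 0.079, Hcrtr1 0.30 ± 0.20 and Hcrtr2 0.40 ± 0.19 at 24SD. In a list of 28 glutamate receptor and postsynaptic density genes, 14 were higher and 14 lower (adjusted p = 0.757; 0 higher and 1 lower adjusted over the list alone); its median is slightly negative, and positive after quantile normalization or median centring, while its mean and test are positive. The genes of Fig. 6 come from a list that the paper states was defined beforehand, and those drawn as changed were picked on these arrays, so their directions are not independent evidence; from them the paper proposes that SD changes synaptic efficacy and macromolecular synthesis.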

Results suggest SD-induced synaptic efficacy and macromolecular synthesis changes, consistent with previous work [22], [60].

**Figure 6:**
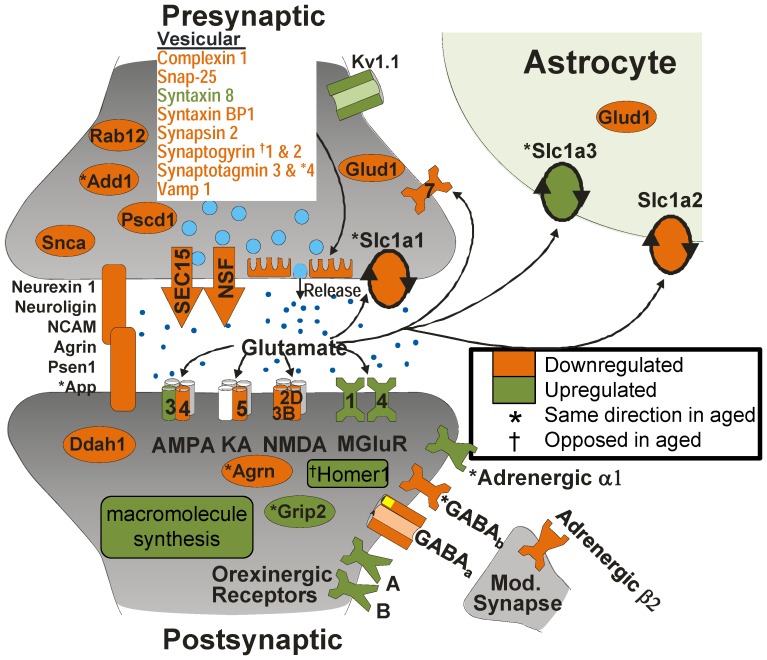
SD targets molecules associated with the glutamatergic synapse. We developed an *a priori* defined list of genes (101) reported to play a role in glutamatergic neurotransmission. 46 were significantly altered with SD (35 decreasing, 15 increasing. A high proportion of downregulated messages were associated with presynaptic neurotransmitter release and cell adhesion. As a process, macromolecular synthesis appears increased. Genes also found to change with age are noted with an (*- agreed; † opposed). Abbreviations: *Add1*- adducin 1 α; *Agrn*- agrin; *Ddah1*- dimethyl arginine dimethyl aminohydrolase; *Glud1*- glutamate dehydrogenase 1; Glutamate transporters (*Slc1a1*- excitatory amino acid transporter 3; *Grip2*- glutamate receptor interacting protein 2; *Slc1a2*- excitatory amino acid transporter 2, *Slc1a3*- excitatory amino acid transporter 1); *Kv1.1*- shaker K+ channel; *Nsf*- n-ethylamide sensitive factor; *Psen1*- presenilin 1; *Pscd1*- pleckstrin homology; *Sec15*- secretory factor 15; *Snca*- alpha synuclein.

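Across 38 genes of vesicle release, fry, which tests whether members move one way on balance, gave an adjusted p of 0.0105 for a decrease in SD. For 24 genes of neural cell adhesion, 17 were lower (median -0.060), with an adjusted p of 0.160 against other genes in camera and 0.0138 in fry; 0 members passed adjusted over the list alone, and 1 higher and 3 lower at the paper's threshold. In fry 12 of the 34 lists passed in SD, among them the general neuronal markers, with 10 of 13 lower (adjusted p = 0.0460, and 0.174 in camera). Of these markers 6 were lower in cohort 1 alone (adjusted p = 0.764 in camera) and 11 in cohort 2 alone (adjusted p = 0.0230; 0.300 with an estimated correlation). Nlgn1, a neuroligin of the postsynaptic membrane, was -0.24 ± 0.087 at 24 hours and -0.077 ± 0.082 at 72 hours (adjusted p = 0.414) and Ncam1, a neural cell adhesion molecule, -0.25 ± 0.084 at 24 hours and -0.15 ± 0.079 at 72 hours (adjusted p = 0.247). Of the adhesion genes drawn as decreased in Fig. 6, which the study picked as changed on these arrays from a list it states was defined beforehand, 5 of 6 were measured and 4 were lower, 2 at the paper's threshold.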

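Ribosomal proteins rose as a group in SD, with 31 of 35 higher, 5 at the paper's threshold and 0 adjusted over the list alone (median 0.067; camera, adjusted p = 6.79e-05; adjusted p = 0.217 with an estimated correlation). In cohort 1 alone 19 of 35 were higher (median 0.018, adjusted p = 0.567) and in cohort 2 alone 29 (median 0.095, adjusted p = 1.61e-06; 0.300 with an estimated correlation), so the call was not met in cohort 1. Rpl14 was 0.16 ± 0.052, Rpl18 0.15 ± 0.053 and Rpl7a 0.18 ± 0.072 at 24 hours; the mean change of Rpl18 was slightly negative in cohort 1 alone. A list of endoplasmic reticulum chaperones and genes of the unfolded protein response was higher in 12 of 15 (median 0.084, adjusted p = 0.00515; adjusted p = 0.217 with an estimated correlation). Among them were Hspa5, the main luminal chaperone, at 0.18 ± 0.065, Pdia6, a disulfide isomerase, at 0.21 ± 0.080 and Eif2ak3, a kinase that slows translation under stress, at 0.39 ± 0.15. Heat shock proteins of the cytosol and mitochondria were higher in 13 of 14, at the same adjusted p (0.217 with an estimated correlation). Hspa9 was at 0.38 ± 0.15, and Cryab passed adjusted over the list alone. Proteasome subunits were higher in 20 of 24 (median 0.031, adjusted p = 0.0181, and 0.0653 in fry). The list of RNA binding proteins named for cold and heat was higher in 10 of 13 (adjusted p = 0.0255), with Hnrnpa3 at 0.38 ± 0.11. Cirbp, the cold-inducible RNA binding protein, went the other way, below the HC mean in 28 of 36 SD arrays. The rise of the list thus does not show a response to temperature. The proteasome and RNA binding lists both had an adjusted p of 0.217 with an estimated correlation. In each cohort alone the adjusted p was 0.0546 in cohort 1 and 0.0230 in cohort 2 for the chaperone list. It was 0.00317 in cohort 1 and 0.154 in cohort 2 for heat shock proteins. For the proteasome it was 0.487 in cohort 1 and 0.0230 in cohort 2, and for the RNA binding list 0.0853 in cohort 1 and 0.154 in cohort 2. With an estimated correlation 0 lists passed in either cohort alone. Over both cohorts no member of these groups but Cryab passed adjusted over its list. Translation initiation and elongation factors were lower in 11 of 16 (adjusted p = 0.511). Of markers of cells, those of dentate granule cells were higher in 4 of 4 in cohort 1 (adjusted p = 0.00514) and 3 in cohort 2 (adjusted p = 0.221), while general neuronal markers were lower in 6 of 13 in cohort 1 (adjusted p = 0.764) and 11 in cohort 2 (adjusted p = 0.0230), the cohort in which the ribosomal and proteasome lists passed, so a change in the cells sampled is not excluded. Of the genes the paper lists under macromolecular synthesis, 10 of 10 listed as higher were higher (7 at the paper's threshold), and 4 of 4 and 7 of 7 listed as lower were lower (2 and 4); these were chosen on the same arrays and are not independent evidence.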

In keeping with the proposed mechanisms of action for current SD countermeasures (e.g., caffeine, amphetamine, modafinil, the ampakine CX717), there appears to be a deficit in glutamatergic signaling with SD. 

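Chga, chromogranin A of secretory granules, was 0.20 ± 0.085 at 24 hours and 0.17 ± 0.080 at 72 hours in SD (adjusted p = 0.484, fitted over every probe set other than controls, since its signal lies under the filter). In NES it was 0.18 ± 0.12 at 24 hours and 0.0019 ± 0.13 at 72 hours (adjusted p = 0.7103). Of 21 neuropeptides and secretory granule proteins, 11 were higher and 10 lower in SD (adjusted p = 0.512; 0 adjusted over the list alone); Vip, vasoactive intestinal peptide, was 0.37 ± 0.11 at 72 hours.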

Interestingly, *Chga* (chromogranin A) upregulation has been reported to suppress presynaptic vesicular release components [80], [81] and may, at least in part, play an upstream role in mRNA expression changes associated with the pre-synapse. This may help to explain how SD-countering drugs [82] can exert their effects and highlights the potential clinical importance of astrocytic [83], orexinergic and adrenergic systems. Results also suggest that drugs facilitating Ca^2+^-dependent vesicular release (one of caffeine’s proposed mechanisms of action), neurotransmitter re-uptake block (one of amphetamine’s proposed mechanisms of action) may counter SD’s effects. Among newer agents, the ampakine CX717 is proposed to exert its wake-promoting effects via enhanced glutamatergic signaling [82], [84]. Conversely, drugs that constrain neuronal activity via: reduced sustained high frequency repetitive discharge (e.g, phenytoin); enhanced inhibitory surround (e.g., phenobarbital); or disrupted vesicular release (e.g., levetiracetam) facilitate sleep [85]. The development of drugs that enhance presynaptic release, a mechanism of action relatively unexplored by current wake-promoting agents, seems a valid target for the development of future sleep countermeasures.

No currently available sleep countermeasures allow human ‘normal wake’ performance over extended (three or more days) periods of time. Frank limitations include dissociative/psychotic behavior after prolonged exposure, risk of developing tolerance/dependence on the agents being used, and lowered seizure thresholds [86]. Our microarray results indicate that synaptic function-related mRNA expression changes do not occur in a vacuum. Among other categories of change, the reduction in intercellular adhesion molecule expression may be of particular importance. These molecules are pleiotropic and in addition to playing a role in inflammation and immune signaling, also help maintain synaptic juxtaposition. We speculate that their downregulation in SD could leading to aberrant synaptic signaling. Thus, the development of drugs targeting the stabilization of intercellular adhesion molecules may help to extend the duration of action for stimulant-based sleep countering agents.1.

#### Summary

Our findings support long-standing observations that SD elicits physiologic and transcriptional responses with stress-like features. Neuronal synaptic gene expression changes may help to explain the benefits and limitations of current stimulant-based SD-countering therapeutics and points to novel targets in presynaptic vesicular release and neural cell adhesion for development of future SD-countering drugs. Significantly more genes than expected by chance were commonly regulated by both aging and SD. Although many were driven in the same direction by these two phenomena, we could not fully support the hypothesis that SD evokes an aging-like transcriptional change. Genes showing significant but opposite expression changes in SD and aging, including *Chrbp*, *Fkbp4*, *Homer1* and *Per2*, are candidates for further study of the interplay between SD and aging. 

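Cx3cr1, the fractalkine receptor of microglia, was -0.34 ± 0.14 at 24 hours and -0.57 ± 0.15 at 72 hours in NES (adjusted p = 0.281) and Cx3cl1, its ligand, 0.36 ± 0.11 at 24 hours (adjusted p = 0.289). Of 21 immune and complement genes in NES, 1 was higher and 1 lower at the paper's threshold, and 0 adjusted over the list alone. In SD the numbers at that threshold were 1 and 3. Of the immune genes the paper lists as lower in aging and SD, 11 of 11 were lower in SD (7 at that threshold), and of those listed as higher in aging and lower in SD, 6 of 6 were lower (1), while of those listed as higher in SD, 6 of 6 that are higher in aging and 4 of 4 that are lower in aging were higher (1 and 2); the study chose these groups on these arrays, so they are not independent evidence. Microglial markers in NES were lower in 4 of 6 (adjusted p = 0.287).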

Compared to prior studies showing increased inflammatory signaling with stress, our novel environment stress (NES) protocol did not influence inflammatory gene expression to an appreciable extent, and SD suppressed those signals. This suggests that SD in our hands was either a weak stressor, or that it has an effect mechanistically distinct from that of stress on immune signaling.

## Supporting Information

Table S1 **Genes whose expression levels were significantly changed as a consequence of sleep deprivation are listed.** Probe set IDs (Affymetrix), annotated gene symbols (hyperlinked to Uniprot), and gene titles are shown. Subsequent columns contain comparisons to other array studies as noted in Methods and Results (blank if no results were found). Both significance, as well as template (see Fig. 2) with which results best fit are provided for novel environment stress (NES), as well as sleep deprivation (SD). For SD, means ± SEM for each treatment group are also provided.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

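CA1 RNA of 69 rats was measured on 1 Affymetrix array per animal, in 17 HC, 16 24SD, 20 72SD, 10 24NES and 6 72NES animals. The intensity values were made by the authors with MAS5 (version not given) as 1 signal per probe set on a linear scale, with each array scaled as a whole, as deposited; they are not log transformed and not standardized within cohort. The table holds 8799 probe sets, of which 59 are controls, 7018 have 1 gene symbol, 308 have several and 1473 have none here; the 7018 carry 4737 different symbols, and 99.66% of them matched the RefSeq table by gene number. It holds 45 zeros, none of them among the genes tested, and signals were set to at least 1 before log2. Because detection calls are not used here, probe sets in the upper 50% of mean log2 signal over the 69 arrays were kept, and the brightest probe set stands for a gene, which gave 2697 genes. A gene below that signal, or a second probe set, was tested over every probe set other than controls.

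SD was compared over 53 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with cohort as a term, and NES over 21 arrays of cohort 1. The moderated F-test covered both durations against HC, moderated tests covered single contrasts, and SD was compared with NES at matched duration in cohort 1 with HC in the same fit. P-values were adjusted by Benjamini-Hochberg over the genes tested, with thresholds of 0.05 for adjusted and unadjusted p. Patterns were assigned by correlation with the templates of the paper, and their chance numbers came from 1000 Monte Carlo draws. The 1-way ANOVA of the paper's methods was run on signals standardized within cohort, with and without removal of values over 2 SD from their treatment mean. Gene lists (34) were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, each adjusted over the lists. The overlap of SD and NES was set against a binomial expectation, 100 draws of unchanged groups with shared HC arrays, and every split of the 5 shared HC arrays. Subsets of 21 SD arrays were drawn 100 times, and other groupings of the arrays within cohort 100 times with seed 1. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

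Genes are named by a rule set with the lists: every gene that the paper names in its Results or Discussion on SD or NES mRNA (their values in Table S1 had been seen; a few are left out of the text), up to 10 genes with the largest positive and 10 with the largest negative mean change among those past the adjusted test with the same sign at both durations and, for SD, in both cohorts, the 10 genes with the smallest adjusted p for SD against NES, and 2 to 4 members with the smallest p of each list described. For NES no gene passed for the part on the largest changes, and the genes of 24NES against HC were chosen after their values were seen. The alternatives were quantile normalization, centring each array on its median, a floor of 50, no signal filter, the upper 40% of signals, every probe set, robust eBayes, both forms of the ANOVA, cohort left out, each cohort alone, HC arrays left out in turn and an estimated correlation of the lists. On simulated data built from these arrays, limma called 58% of log2 changes of 0.25 and 96% of changes of 0.5 in SD, with 7.23% false among the calls, and 4% and 50% in NES, with 6.90% false. The ANOVA with removal called 67% and 97% in SD, with 28.4% false among the calls, and 5.70% without the removal. For SD against NES the calls were 32% and 89%, with 3.20% false. In SD a list shifted by 0.1 had an adjusted p of 9.97e-07 with 0 other lists called by camera. That 0 is not a rate of false calls in the real arrays. Random groupings of those arrays gave a median of 1 called list and up to 9. Western blots, hormone and body weight data are not used here, nor are scanner background readings and detection calls. The number of arrays limits the precision.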

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

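The test of a response shared by both cohorts and NES was chosen only after the result was seen, as were the hexokinase and GAPDH ratios between cohorts, the hexokinase ratio and median signal of single arrays, the mean over splits for unchanged groups, the comparison of 24NES with HC, and the settings without array 58 of 24NES, without array 71 of 72NES, without array 30 of 24SD and without single HC arrays for the genes that differ between cohorts. An array far from the others was sought in 113 tests, each of 1 measure or gene in 1 group of 4 to 10 arrays. Of these tests 8 found one, where chance gives 5.65. The tests are not independent, since they share arrays. HC and 72SD of cohort 2, with 12 arrays each, are larger than the groups tested. Array 58 of 24NES had a median correlation of 0.890 with the other arrays, against 0.958 or more in its group. The GAPDH 3′ to 5′ ratio was 1.09 on array 60 of 24NES, against 0.986 to 1.02 in the rest, and 1.18 on array 30 of 24SD in cohort 2, against 1.01 to 1.09. Array 71 of 72NES had a hexokinase ratio of 6.60, against 2.01 to 2.56, and a median signal of 400.5, against 452.8 to 475.5, with the highest GAPDH (1.26) and β actin (1.76) ratios of the 69 arrays, against 0.976 to 1.11 and 0.988 to 1.42 in the rest of its group; without it SD and NES differed in 2 genes in place of 1. For Sult1a1, array 66 of 24NES had a log2 signal of 10.01, below the 10.55 to 11.12 of the rest. For Brcc3, array 69 of 72NES had 10.69, above 10.37 to 10.40, and for Rbp4, array 68 of 72NES had 8.59, below 9.10 to 9.28. Sult1a1 was higher in SD than in NES (adjusted p = 0.00569). Genes that passed the adjusted test and are not in Table S1 were Adipor2 (0.00830), Fryl (0.0151) and Mmp14 (0.00581) in SD, by adjusted p. In 24NES against HC these were Nptx1 (adjusted p = 0.0431), Brcc3, Cadps, Ddx21, Rapgef4 and Scg2 (adjusted p = 0.0465 each), and without any of the 5 HC arrays in turn limma called 0 genes there.

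SD of cohort 1 and SD of cohort 2 differed at an adjusted p under 0.05 in 5 genes, of 199 at the paper's threshold: Psma2 (0.0120; mean change 0.54 in cohort 1 and -0.041 in cohort 2), Ddx46 (0.0260; 0.41 and -0.013), Dync1i2 (0.0260; 0.52 and -0.086), Pgrmc1 (0.0286; 0.45 and -0.054) and Msmo1 (0.0303; 0.27 and -0.12). Without HC replicate 4 of cohort 1, limma called 0 of them. A difference in RNA quality stays open: the SD minus HC difference in the β actin 3′ to 5′ ratio was 0.0669 ± 0.0917 (SE) in cohort 1 and 0.0837 ± 0.0638 (SE) in cohort 2, which differ by 0.0168, and that of hexokinase 0.101 ± 0.0888 (SE) and 0.0656 ± 0.0831 (SE), while that of GAPDH was -0.0347 ± 0.0375 (SE) and 0.00825 ± 0.0172 (SE), of opposite sign, so β actin by itself does not decide. The correlation across genes between the cohorts was 0.212, within the 0.134 to 0.434 that random partitions mixing the cohorts gave once their extremes at both ends were set aside. The error of smaller groups may thus account for that correlation, though it was not tested for the 5 genes. The 0.212 also lies within the -0.188 to 0.220 of unchanged groups, so it cannot tell a common response blurred by error from no common response. The training of cohort 1, which the paper states to have had no effect on its stress or microarray measures without showing the data, is named for that cohort alone and was not tested here.

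With values over 2 SD from their treatment mean removed, the ANOVA of the methods gave 585 SD genes at the paper's threshold, and 356 without the removal. With the treatment labels permuted within cohort, the removal raised the median number of genes 2.31 times. In random numbers it raised the share of genes passing from 5.01% to 11.5%. The removal by itself thus adds genes where no effect is present. A lower spread within groups from it is a candidate explanation for the rise from 356 to 585. Whether the removal takes out a few aberrant arrays stays open, since the 5 arrays with the most removed values held 31.0% of 5648 removed values, between the bounds set for that test. Removed values lay in 93.7% of genes, and array 30 of 24SD in cohort 2 had the most (18.3% of its genes). The design gives no biological explanation for an effect of the removal, and none was tested.

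SD and NES shared 73 genes at the paper's threshold, all with the same direction. Chance values of the 5 HC arrays in both comparisons cannot be told apart from a shared response: the covariance of the mean changes of SD in cohort 1 with NES fell from 0.0243 to a mean of 0.0124 when the HC arrays were split between them (0.00138 to 0.0168 over 20 splits), between the bounds set for that test. In unchanged groups the same mean over splits averaged -0.000546 and was as large in 1 of 100 draws, so chance values of the shared arrays seldom give all of it, though draws made from these arrays do not exclude it. Without the split, unchanged groups with shared HC arrays gave a mean of 0.0160, with 0.0277 at the upper end of their middle range. The 0.0243 lies below that end, so the shared arrays may account for part or all of it. For SD of cohort 2, which has its own HC arrays, the covariance with NES was 0.00447, above most draws of unchanged groups (0.00290 at the upper end of their middle range) and below the highest (0.00652). The correlation there was 0.204, within the middle range of unchanged groups (0.212 at its upper end), and 22 genes were shared against 23.4 by chance. Only 5 arrays are shared, which keeps both explanations open.

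Each comparison was set against 100 groupings of the same arrays within cohort, the real one included. For the SD genes past the adjusted test (10, 4 at most in the others), 24SD against HC (39, 17) and the lists in SD (11, 9), only the real grouping gave as many. Chance is unlikely to give these. Few groupings gave as many for the SD genes at the paper's threshold (334, 350), 72SD against HC (1, 3) and 24NES against HC (12, 69). The same holds for the ANOVA with removal in SD (585, 676) and NES (452, 577). In this order 2, 4, 3, 2 and 4 groupings did. No correction was made over the comparisons, so these counts make chance less likely and do not exclude it. As 24NES against HC was chosen after its values were seen, the most genes in any NES comparison of a grouping were counted there. Without any 1 of the HC arrays limma called 0 of its genes, so its 12 genes may be due to chance. Chance cannot be excluded for 72SD against 24SD at the paper's threshold (92, 298), NES at that threshold (306, 504), SD against NES (1, 3), the lists in NES (4, 6) and the lists in SD against NES (3, 9), where 74, 6, 6, 9 and 27 groupings gave as many. Some groupings gave several times the real number, as for 72SD against 24SD, 24NES against HC and the lists in SD against NES; a structure of the samples that the groups do not describe may give this, as may genes that vary together, and neither was tested.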

How the results depend on the processing

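The settings without array 58 of 24NES, array 71 of 72NES or array 30 of 24SD, all settings for 24NES against HC, the HC arrays left out for the NES lists and for the genes that differ between cohorts, and the repeats of the 21-array subsets without removal or prepared on 53 arrays were chosen only after the result was seen. Of the other alternatives, 101 left a count within 1.5 times its value and 34 moved it, and of those added 30 and 12; for single genes 494 stayed on the same side of the test with the same direction, 18 no longer passed, 5 now passed and 13 reversed. The cause of a move was not tested, except where fewer arrays or genes were used. Quantile normalization gave 2 genes for 72SD, 2 for SD against NES, 7 lists in NES and 0 lists in SD against NES by camera (3 without it). Median centring gave 2 genes for 72SD and 2 for 24NES. Without the signal filter there were 6 SD genes, 9 for 24SD and 0 for 24NES in limma (407 at an unadjusted p up to 0.05 with the filter); with the upper 40% of signals, 6 SD genes and 2 for 72SD. Every probe set gave an overlap of 112. An estimated correlation in camera gave 0 lists in SD, 0 in SD of each cohort alone, 0 in NES and 0 in SD against NES. The ANOVA with removal gave 113 SD genes at an adjusted p under 0.05 and 585 unadjusted, 502 sustained or transient, 10 NES genes, an overlap of 157 and 670 probe sets of Table S1. With cohort left out, limma gave 0 SD genes (126 unadjusted), 3 for 24SD and 0 for 72SD. Cohort 1 alone gave 23 genes for 24SD, 20 for 72SD, 5 lists in SD and an overlap of 111. Cohort 2 alone gave 0 SD genes in limma (206 unadjusted), 0 for 24SD (284), 0 for 72SD (197), 175 sustained or transient and an overlap of 22. Leaving out each HC replicate of cohort 1 gave an overlap of 42 (without replicate 2) to 67, 256 to 286 unadjusted NES genes, 0 adjusted NES genes in limma, 0 for 24NES each time, 2 (without replicates 1, 2 or 4) to 6 lists in NES, and 0 (without replicate 4) to 5 genes that differ between cohorts. Without array 58 there were 15 genes for 24NES, 415 unadjusted NES genes and an overlap of 108; without array 71, 15, 301 and 82, and 2 for SD against NES; without array 30, 9 SD genes, 385 unadjusted, 52 for 24SD, 359 sustained or transient and an overlap of 88. The mean SD change reversed with quantile normalization in Slc1a1 (-8.64e-05), Add1 (-0.0072) and App (-0.00017). In cohort 1 alone it reversed in Slc1a1 (-0.047), Add1 (-0.067), App (-0.070), Gria4 (0.096) and Rpl18 (-0.0061). In cohort 2 alone it reversed in Gria2 (-0.050), Homer1 (-0.00041, brightest probe set), Psma2 (-0.041), Grik5 (0.096) and Gabbr1 (0.041). No paired analysis was possible because the labels do not pair the animals. On arrays, the signal over background limits what can be seen, and genes under a mean signal of 440 were left out of the counts.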

Differences from the paper's values

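At its threshold the paper gives 679 SD genes, 334 were found here over 2697 genes, where the paper tested 2167; of the alternatives set before the data were examined, no signal filter (489), every probe set (480) and the ANOVA with removal (585) came within 1.5 times, and the others did not. The paper gives 35% of the genes tested and 12.4% were found here, with 21.7% by the ANOVA with removal, and no alternative came within 1.5 times; the paper's own 679 of 2167 genes are 31.3%, which the ANOVA with removal does reach within 1.5 times. The paper's false discovery rate is 8.4% and the median Benjamini-Hochberg value here is 27.0%, 13.0% by the ANOVA with removal, and no alternative over the genes tested here came within 1.5 times; over the paper's 2167 genes, the p-values of Table S1, which that ANOVA gave within 1%, have a median Benjamini-Hochberg value of 0.0842, which matches the paper's rate. For SD the paper gives 290 genes up and 370 down, against 135 and 199 here. Median centring (226), every probe set (195) and the ANOVA with removal (232) came within 1.5 times for the first, and no signal filter (321), every probe set (285) and the ANOVA with removal (353) for the second, and the others did not. In NES the paper's rate is 0.18 and it is 0.329 here, with 0.220 by the ANOVA with removal, the only alternative within 1.5 times. The paper gives 189 genes in both SD and NES, 182 with the same direction, 81 up and 101 down, against 73, 73, 37 and 36 here. By the ANOVA with removal these were 157, 153, 59 and 94, and the 81 is also met by SD of cohort 1 alone (67), while the other alternatives stayed outside. For random sets of 21 SD arrays the paper's mean is 476 genes and it is 280 here, 273 with 5 HC, 8 24SD and 8 72SD arrays and 197 by limma. On the 670 probe sets of Table S1, the ANOVA with removal, which the paper's methods describe, gave every SD and NES p within 1% of the table and the same patterns.

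The paper states that all patterns exceed the chance numbers, whereas delayed (6 against 32.2) and linear genes (17 against 21.6) did not here in limma; by the ANOVA with removal they numbered 31 and 52, against 73.9 and 49.7 in draws with the same removal. It states that NES has fewer genes, though not significantly, than the mean of SD at equal array number, whereas NES had 452 against 280 by the ANOVA with removal, and against 370 in SD of cohort 1 alone, a count added after the values were seen. It states that more genes are lower than higher in SD, as here without centring (199 and 135), and median centring gives 226 higher and 102 lower. It states that Gria2 mRNA is lower, and here it was 0.13 ± 0.063 at 24 hours. It states that Agrn mRNA is lower, as is its sign here (-0.12 ± 0.066), with an unadjusted p of 0.169. By the ANOVA with removal, every probe set of Table S1 passed the paper's threshold, those of Agrn, Homer1, Cirbp, S100a1 and Ednrb in SD among them. It states that Homer1 is raised in SD, and the brightest probe set, at -0.0050 ± 0.050 for 72 hours, was not; the probe set of Table S1 was 0.33 ± 0.11 there and passed the paper's threshold (p = 0.00856). It states that Cirbp, S100a1 and Ednrb are lower in NES, as is their mean here, in 13, 11 and 15 of 16 arrays; Cirbp, Ednrb and the S100a1 probe set of Table S1 passed the paper's threshold (p = 0.0324, 0.0318 and 0.0121) and its brightest probe set did not (0.170), with 0 of them past the adjusted test in NES. It states that energy metabolism is found in SD and not in NES, and the direct comparison gave an adjusted p of 0.488. The numbers of genes per pattern in Fig. 2 equal those of the NES column of Table S1, and of the 184 genes in Table 1 all carry the pattern of the NES column and 81 that of the SD column. The paper's 290 and 370 do not add up to its 679, and Table S1 holds 670 probe sets.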

Other observations

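The comparison of 24NES with HC was chosen only after the result was seen. Cholesterol and sterol synthesis fell in SD in 11 of 14 genes, 5 at the paper's threshold and 1 adjusted over the list alone (median -0.057; camera, adjusted p = 0.0264; adjusted p = 0.217 with an estimated correlation; 0.671 in cohort 1 and 0.0187 in cohort 2), with Sqle at -0.22 ± 0.066, Srebf1 at -0.23 ± 0.083 and Idi1 at -0.33 ± 0.12 at 24 hours. In NES 7 of 14 were higher (adjusted p = 0.785), and the median is of the other sign after quantile normalization. In SD of cohort 2, where the sterol list passed, general neuronal markers were lower in 11 of 13 (adjusted p = 0.0230). A change in the cells sampled is thus not excluded. With an estimated correlation both lists had an adjusted p of 0.300 in that cohort. Immediate early genes rose in NES in 17 of 22, 3 adjusted over the list alone (median 0.14; adjusted p = 0.0149; 0.2505 with an estimated correlation), while in SD 9 of 22 were higher (adjusted p = 0.895), and 13 of 22 in SD of cohort 1 (adjusted p = 0.182), which shares its HC arrays with NES; the direct test of SD against NES gave an adjusted p of 0.189, so a difference was not shown. The list of RNA binding proteins named for cold and heat rose in NES in 12 of 13, 1 adjusted over the list alone (median 0.15; adjusted p = 0.0201; 0.479 with an estimated correlation). Cirbp, the cold-inducible RNA binding protein, went the other way, below the HC mean in 13 of 16 NES arrays. The rise of the list thus does not show a response to temperature. Genes induced by glucocorticoids rose in NES in 8 of 11, 0 over the list alone (median 0.28; adjusted p = 0.0330; 0.285 with an estimated correlation). In NES 4 lists passed with all arrays, and 2 lists without HC replicate 1, 2 or 4 of cohort 1. All arrays include array 58 of 24NES and array 71 of 72NES, which stood apart from their groups. Dentate granule cell markers were higher in NES in 4 of 4 (median 0.25; camera, adjusted p = 0.0664), so a change in the cells sampled is not excluded there either. Ifrd1 rose in 24NES by 0.73 ± 0.16, Ddx21 by 0.65 ± 0.14, Rapgef4 by 0.59 ± 0.13, Psma2 by 0.56 ± 0.12, Scg2 by 0.52 ± 0.11, Brcc3 by 0.45 ± 0.10 and Cadps by 0.42 ± 0.093 (adjusted p = 0.0465 each, in 10 of 10 arrays apart from Brcc3, in 9), with 0 of them passing once any of the 5 HC arrays was left out.

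Among markers of cells and regions in SD, the adjusted p was 0.895 for CA1 pyramidal cells (2 of 4 higher, with a positive median and test and a negative mean), 0.757 for CA3 pyramidal cells (2 of 6), 0.636 for interneurons (8 of 14), 0.174 for neurons in general (3 of 13), 0.443 for oligodendrocyte precursors (1 of 3, with a negative median and a positive mean and test), 0.218 for vessels (6 of 9), 0.895 for choroid plexus and meninges (4 of 8) and 0.895 for blood (2 of 4). These are values over both cohorts, and in some lists they hide opposite directions. Blood markers were lower in 4 of 4 in SD of cohort 1 (median -0.36, adjusted p = 0.00630; 0.139 with an estimated correlation). They were higher in 3 of 4 in cohort 2 (median 0.19, adjusted p = 0.0546; 0.353 with an estimated correlation). With an estimated correlation 0 lists passed in either cohort alone. Neurons in general were higher in 7 of 13 in cohort 1 (adjusted p = 0.764) and lower in 11 of 13 in cohort 2 (adjusted p = 0.0230), and CA3 markers higher in 4 of 6 and 0 of 6 (adjusted p = 0.230 and 0.147); whether lists differ between the cohorts was not tested. For microglia in SD the median and mean are negative and the test positive. The medians of the astrocyte, CA3, choroid plexus, oligodendrocyte, precursor and microglia lists are of the other sign after median centring. Channels had an adjusted p of 0.895 in SD (13 of 28 higher, 5 lower at the paper's threshold, 1 adjusted over the list alone; the median is positive after median centring), GABA genes 0.789 (6 of 15, also positive then), fatty acid synthesis 0.562 (5 of 10, also positive then; 1 lower over the list alone) and antioxidant enzymes 0.0641 (17 of 26; 0.671 in cohort 1 and 0.0404 in cohort 2). In NES blood markers were lower in 4 of 4 (median -0.32, adjusted p = 0.0660), against the same HC arrays as SD of cohort 1, so the HC arrays may account for both, and the lists of choroid plexus, GABA, glutamate receptors and neuropeptides had a median and mean of opposite sign there.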
